# A tumor endothelial cell-specific microRNA replacement therapy for hepatocellular carcinoma

**DOI:** 10.1016/j.isci.2024.108797

**Published:** 2024-01-04

**Authors:** Hideki Iwamoto, Hiroyuki Suzuki, Atsutaka Masuda, Takahiko Sakaue, Toru Nakamura, Toshimitsu Tanaka, Miwa Sakai, Yasuko Imamura, Hirohisa Yano, Takuji Torimura, Hironori Koga, Kaori Yasuda, Masakatsu Tsurusaki, Takahiro Seki, Takumi Kawaguchi

**Keywords:** Molecular biology, Cancer

## Abstract

Current approved anti-angiogenic drugs (AAD) for hepatocellular carcinoma (HCC) inhibit tumor angiogenesis, but affect the hepatic vasculature resulting in adverse effects. Tumor endothelial cells (TECs) differ from normal endothelial cells. In this study, we aimed to detect TEC-specific miRNAs and develop an anti-angiogenic treatment specific for TECs. We established HCC orthotopic mouse models. TEC-specific miRNAs were detected using a microRNA array. Finally, we evaluated the therapeutic effects of the TEC-specific miRNA agonist cocktail. In total, 260 TEC-specific genes were detected. Among the top ten downregulated TEC-specific miRNAs, miR-139-3p and 214-3p were important for the TEC phenotype. The TEC-specific microRNA agonist cocktail showed significant anti-tumor effects by inhibiting tumor angiogenesis without affecting hepatic vasculatures in HCC orthotopic mouse models. Moreover, it significantly downregulated tip-cell sprouting-related genes. We identified two downregulated TEC-specific miRNAs; microRNA replacement therapy, which targets the downregulated TEC-specific miRNAs, is an effective and promising treatment for HCC.

## Highlights

• miR-139-3p and miR-214-3p were important for the phenotype of tumor vessels
• TEC-specific miRNA replacement therapy only inhibited tumor angiogenesis
• TEC-specific miRNA replacement therapy downregulated genes regarding vascular sprouting

## Introduction

Systemic treatments for hepatocellular carcinoma (HCC) have developed remarkably.^1^ Drugs used in HCC treatment mainly target cells composed of the tumor microenvironment, such as tumor endothelial cells (TECs) and immune-related cells.^2^ Molecular targeted therapy targeting tumor angiogenesis has become the main systemic treatment for various cancer types, including HCC.^3^ Current anti-angiogenic drugs (AADs) inhibit angiogenesis by inhibiting the vascular endothelial growth factor (VEGF) signaling pathway.^2^ Although anti-angiogenic therapy has contributed to improving the survival of patients with cancer, many clinical unmet needs, such as the appearance of adverse events and acquired resistance, still exist. Current AADs have a high incidence of adverse events because of their non-specificity for TECs. Currently, AADs commonly inhibit VEGF signaling. VEGF is essential for tumor angiogenesis and maintaining vascular structures in healthy organs.^4^ We have previously reported that an anti-VEGF antibody or sunitinib, a tyrosine kinase inhibitor that targets the VEGF receptor, inhibited tumor angiogenesis and vascular structures of endocrine organs such as the thyroid, which was correlated with the appearance of hypothyroidism.^5^ VEGF blockade also affects the hepatic vasculature. We found that VEGF blockade induced a reduction in hepatic vasculatures and morphological changes in liver sinusoidal endothelial cells (LSEC), which resulted in the appearance of adverse events and the acceleration of metastasis in cancer cells.^6^ Although current AADs are effective drugs, the non-specificity of TEC should be improved to further advance cancer treatment.

Recently, studies of non-coding RNAs, including microRNAs, have attracted attention.^7^ Accumulating evidence indicates an important role of miRNAs in cancer progression.^8^ miRNAs regulate gene expression by promoting messenger RNA degradation or repressing messenger RNA translation. miRNAs are important regulators of various cellular processes, including development, differentiation, and signaling in cancer cells.^8^ Based on a deeper understanding of the role of miRNAs in cancer progression, miRNAs have been introduced as promising therapeutic targets for cancer treatment.^8^ Particularly, microRNA replacement therapy that restores downregulated cancer-specific microRNA using microRNA agonists/mimics is attracting attention as a next-generation molecular targeted therapy.^9^ Although studies regarding cancer cell microRNAs and the development of microRNA replacement therapy targeting cancer cells are ongoing, microRNAs associated with the phenotype of TECs have not been fully understood, and microRNA replacement therapy that targets TECs has not been studied yet.

Recent studies have shown that TECs have morphological, functional, and genetically different characteristics compared to vascular endothelial cells of healthy organs.^10^ In the study, we hypothesized that TEC-specific genes and microRNAs that are important to maintaining the phenotype of TECs exist, and regulating such genes specifically can inhibit tumor angiogenesis without affecting the vascular structure of healthy organs. This study aimed to establish a novel anti-angiogenic therapy targeting TEC using TEC-specific microRNAs.

## Results

### Current anti-angiogenic drugs affect not only tumor endothelial cells but also hepatic vasculatures

Our previous studies revealed that the current AADs that target VEGF signaling inhibited tumor angiogenesis and affected the vasculature of healthy organs.^6^^,^^11^ We investigated whether AADs approved for treating HCC, such as sorafenib and lenvatinib, also affect hepatic vasculature. Sorafenib significantly inhibited tumor angiogenesis and reduced perfusion in a mouse HCC orthotopic model (Figure 1A). Sorafenib also reduced microvessel density and blood perfusion in healthy and cirrhotic livers (Figure 1B). This phenomenon was also observed in livers treated with lenvatinib (Figure S1). To increase the clinical relevance, we evaluated tumor and hepatic blood perfusion changes in 14 patients with HCC treated with sorafenib using perfusion computed tomography (CT) (Figures 1C and 1D). Table S1 shows the baseline clinical characteristics of the patients, and Figure S2 shows the overall survival and progression-free survival of the registered patients. As with the results of the mouse experiments, sorafenib significantly reduced the total blood flow (TBF) not only in the tumor and but also the surrounding liver even in the clinical practice (Figure 1C). Taken together, these data indicate that current AADs affect the hepatic vasculature and reduce blood flow in the liver.

**Figure 1:**
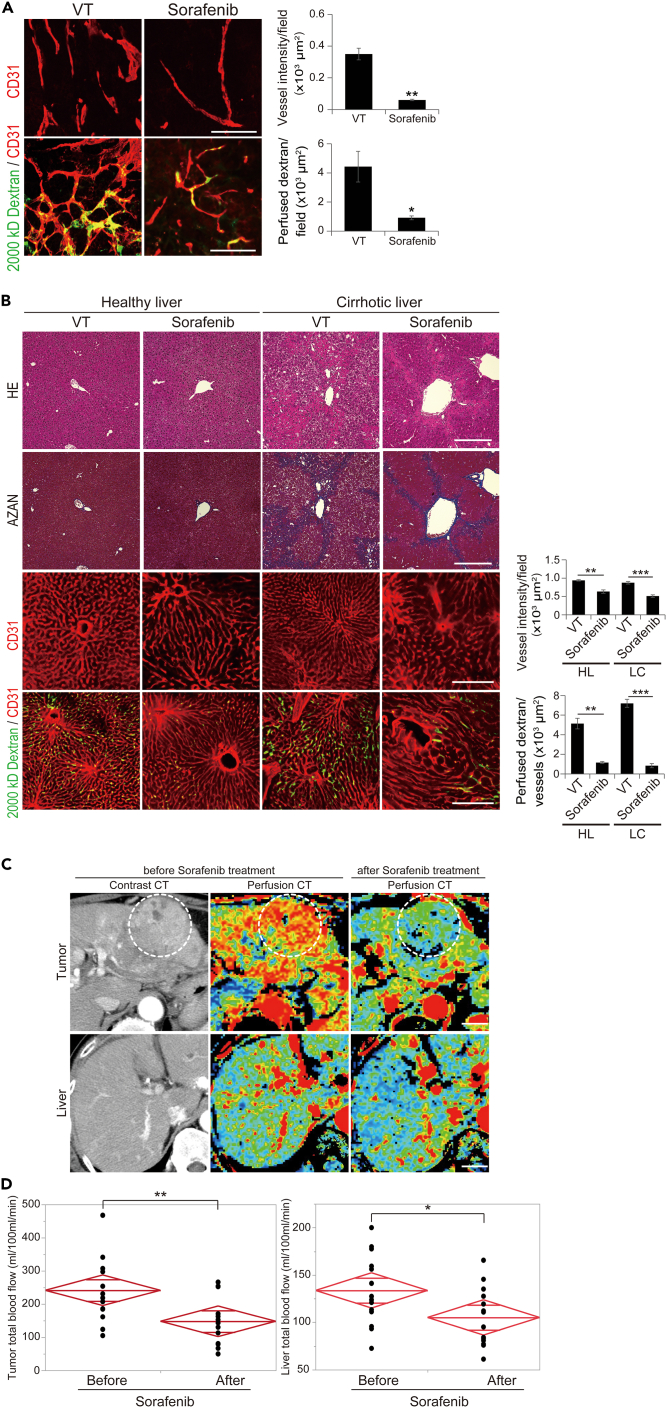
Evaluation of anti-angiogenic action for hepatic vasculatures in current anti-angiogenic drugs sorafenib (A) Whole-mount staining of tumor vessels and perfusion in HCC orthotopic mice treated with sorafenib (n = 6 random fields per group). Sorafenib significantly reduced vessel intensity (p < 0.01) and blood perfusion (p < 0.05). The scale bar represents 300 μm. (B) Whole-mount staining of tumor vessels and perfusion in healthy and cirrhotic livers treated with sorafenib (n = 5 random fields per group). Sorafenib significantly reduced blood perfusion in healthy (p < 0.01) and cirrhotic livers (p < 0.001). The scale bar represents 100 μm. (C) Perfusion CT in sorafenib-treated patients (n = 14). The scale bar represents 3 cm. (D) Quantification of tumor and hepatic blood flow in patients treated with sorafenib. Sorafenib significantly reduced blood flow in the tumor (p < 0.01) and liver (p < 0.001). HCC; hepatocellular carcinoma, CT; computed tomography.

### Tumor vessels are morphologically and functionally different from liver sinusoids

To understand the morphological and functional differences between TECs and hepatic endothelial cells, including LSEC, we created the HCC orthotopic mouse model (Figure 2A) and performed immunohistochemical staining. Although there was no significant difference in vessel intensity between TEC and LSEC, there was a significant difference in the distribution of vessel diameter between them, suggesting that TECs were significantly disorganized vessels (Figure 2B). In terms of function, tumor vessels showed leaky and less perfused vessels than the liver vasculature, followed by higher hypoxia in the tumor microenvironment (Figure 2B). Additionally, the number of proliferative endothelial cells was significantly higher in TEC than in LSEC (Figure 2B).

**Figure 2:**
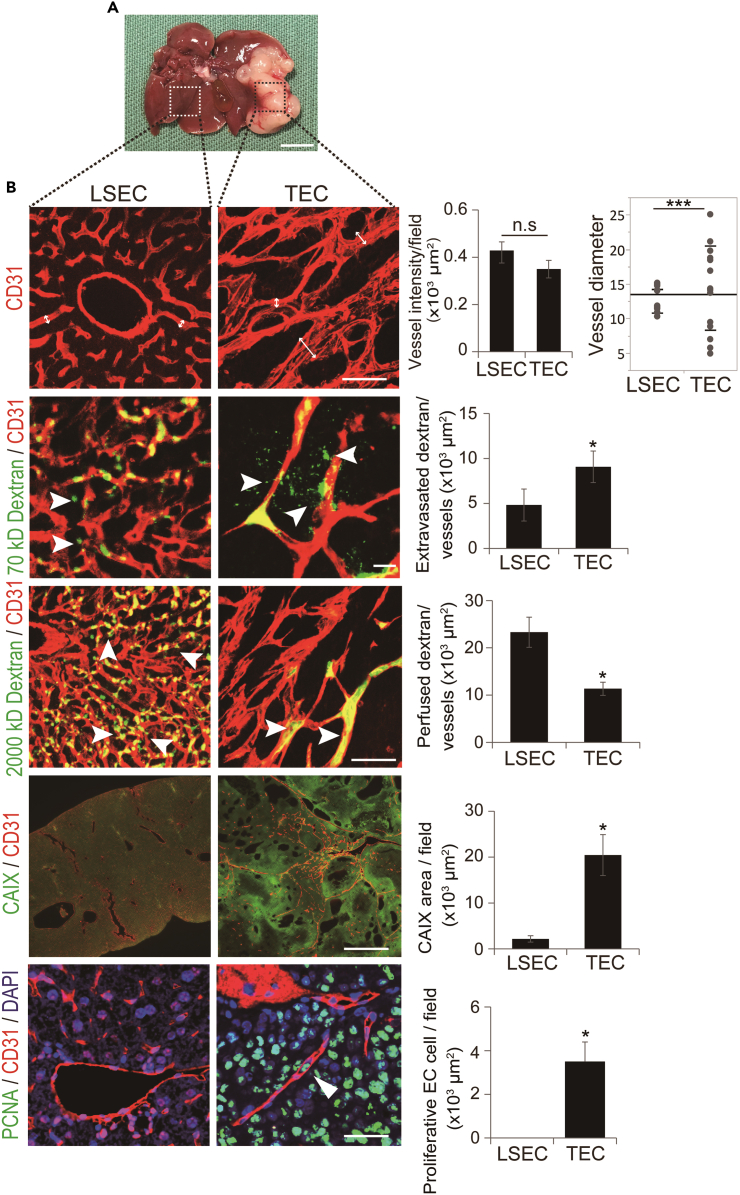
Evaluation of morphological and functional differences between TECs and LSECs (A) The macro-finding of the HCC orthotopic mouse model. (B) Whole-mount staining of tumor vessels and hepatic vasculature (scale bar: 300 μm). There was no significant difference in microvessel intensity between the two groups. There was a significant difference in the distribution of the vessel diameters (p < 0.001, n = 6 random fields per group). Whole-mount staining of 70 kD dextran and CD31 showed more leaked dextran (p < 0.05, n = 5 random fields per group, scale bar: 100 μm). Whole-mount staining of 2,000 kD dextran and CD31 showed fewer perfused vessels (p < 0.05, n = 5 random fields per group, scale bar: 100 μm). Immunohistochemical staining for CAIX and CD31 showed that the tumor had more hypoxia (p < 0.05, n = 6 random fields per group, scale bar: 20 μm). Immunohistochemical staining of PCNA and CD31 showed that proliferative endothelial cells were detected more in TEC (p < 0.05, n = 5 random fields per group, scale bar: 300 μm). TEC, tumor endothelial cell; LSEC, liver sinusoidal endothelial cell; HCC, hepatocellular carcinoma.

### Genetic differences between tumor endothelial cells and liver sinusoidal endothelial cells

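Gene expression in LSECs and TECs was measured on 5 Agilent 60-mer mouse arrays with 1 colour (Cy3), 1 array for each condition. The arrays held LSECs from mouse liver, TECs from HAK-1B, Hepa1-6 and KYN-2 tumors, and cultured Hepa1-6 cells. HAK-1B and KYN-2 are human hepatoma cell lines and Hepa1-6 is a mouse hepatoma line, and TECs are the CD31-positive cells of each tumor. The paragraphs of the methods on the arrays name Huh-7 in place of HAK-1B, whereas the rest of the methods, the legend of Figure 3 and the sample labels name HAK-1B. The authors deposited the scanner values of every spot (intensity on a linear scale, background-subtracted, not normalized between arrays) and a table of normalized intensities. After repeated spots were averaged, 56605 probes with 37074 gene names were read. Probes well above background made up 54.1% on the LSEC array, 57.6% on the HAK-1B TEC array, 78.1% on the Hepa1-6 TEC array, 54.7% on the KYN-2 TEC array and 44.6% on the array of cultured Hepa1-6 cells. The median coefficient of variation of spots repeated within an array lay between 2.62% and 3.08%, which covers the measurement on 1 array and not the spread between animals. The 3 TEC arrays were on 1 slide, and the LSEC array and the cancer cell array were each on a slide of their own, so slide and group cannot be told apart. The methods describe log2 transformation and quantile normalization of the samples compared, by pair, whereas here the log2 signals were quantile normalized over the 5 arrays together. Normalized by pair, 353 genes were changed in all 3 TECs and 236 were left as TEC-specific. As in the methods, probes flagged present on at least 1 array of a comparison were kept, and lincRNA probes were left out. A probe was called when its ratio was at least 1.5 with a Z-score of at least 2, or at most 0.66 with a Z-score of at most -2. The Z-score was taken as the log2 ratio minus its mean over the kept probes, divided by the SD, which the text of the paper does not define further. With 1 array per condition there is no replicate check, and the number of arrays limits the precision of every value.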

To shed light on the genetic differences between TEC and LSEC, we isolated the population of each vascular endothelial cell using magnetic beads. Fluorescence-activated cell sorting (FACS) analysis revealed that the TECs were isolated with over 80% purity (Figure S3). 

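Each TEC array was compared with the LSEC array, and a gene was counted when 1 of its probes passed in the same direction in all 3 TECs. By this rule 359 genes were changed, 126 higher and 233 lower in TECs. The single comparisons gave 1647 genes for HAK-1B TEC, 2128 for Hepa1-6 TEC and 1589 for KYN-2 TEC. Because the SD of the log2 ratios was 1.41, 1.70 and 1.38, the Z-score alone required a gene to be 7.25-fold, 11.4-fold and 6.79-fold higher, and the ratio of 1.5 excluded nothing further. The count moved most when the Z-score was dropped, to 6689 genes, and without Hepa1-6 TEC it was 796. All 3 comparisons used the same LSEC array, so chance differences on that array enter each of them. In 20 simulated sets of arrays with no true difference, drawn with the spread seen between the 3 TECs, between 217 and 263 genes were called in all 3 comparisons, with a median of 238.5. The Z-score cutoffs were set anew from the spread of the simulated ratios. These counts were therefore not taken at the fold cutoffs of the real arrays and do not show how many of the 359 genes chance would give. The log2 ratios of HAK-1B and KYN-2 TECs correlated across 42112 probes with a Pearson r of 0.74, those of HAK-1B and Hepa1-6 TECs with 0.49 and those of Hepa1-6 and KYN-2 TECs with 0.54. The simulated arrays gave a median r of 0.50 from the shared LSEC array alone, and probes are not independent replicates. When the 3 TECs were taken as 1 group against LSEC in limma, with the lone LSEC array assumed to vary like the TECs, 0 genes passed a Benjamini-Hochberg adjusted p of 0.05 at a ratio of 1.5, and the smallest adjusted p was 0.443. An unadjusted p under 0.05 was reached by 3583 of the 42112 probes tested with limma.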

Compared to LSEC, 455 genes were significantly different between TECs and LSECs (Figure 3A). However, as cancer cell contamination is inevitable in the cell isolation method, we removed cancer cell-related genes from the 455 TEC-specific genes. 

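The same rule, applied to the array of cultured Hepa1-6 cells against LSEC, called 1645 genes, 597 higher and 1048 lower. The text of the paper does not say how the cancer cell-related genes were chosen, so a gene was removed here when it was called in the cancer cells in the same direction as in the TECs. This took away 132 of the 359 genes, 34 of the higher and 98 of the lower ones. HAK-1B and KYN-2 tumors were not grown from Hepa1-6 cells, so Hepa1-6 RNA alone cannot explain a gene changed in all 3 TECs. Whether RNA of the human tumor cells bound to the mouse probes was not tested. The log2 ratios of the cancer cells had an SD of 2.75, so that a gene had to be 39.8-fold higher or 51.2-fold lower than in LSEC to be removed. A fall of the latter size can be measured only for genes bright in LSECs. With the cancer genes called at the mean cutoff of the 3 TECs, an alternative chosen after seeing the data, 5291 cancer genes were called and 111 TEC genes were left, 65.8% of them higher. The lower genes of lists of pan-endothelial and LSEC genes were all among the removed ones, 13 of 13, and 85 of the 220 other lower genes were removed. To gauge cancer cell RNA in the TEC sample from the same line, 31 probes were chosen that were in the top 10% of signal on the cancer cell array and not well above background on the LSEC, HAK-1B TEC and KYN-2 TEC arrays. On the Hepa1-6 TEC array, 96.8% of them were well above background, with a median of 7.57% of the background-subtracted signal in the cancer cells and quartiles of 2.48% and 20.4%. Of the probes dark on the other 4 arrays, 46.9% were also above background on that array. Being above background there therefore does not by itself point to cancer cell RNA.

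**Figure D1:**
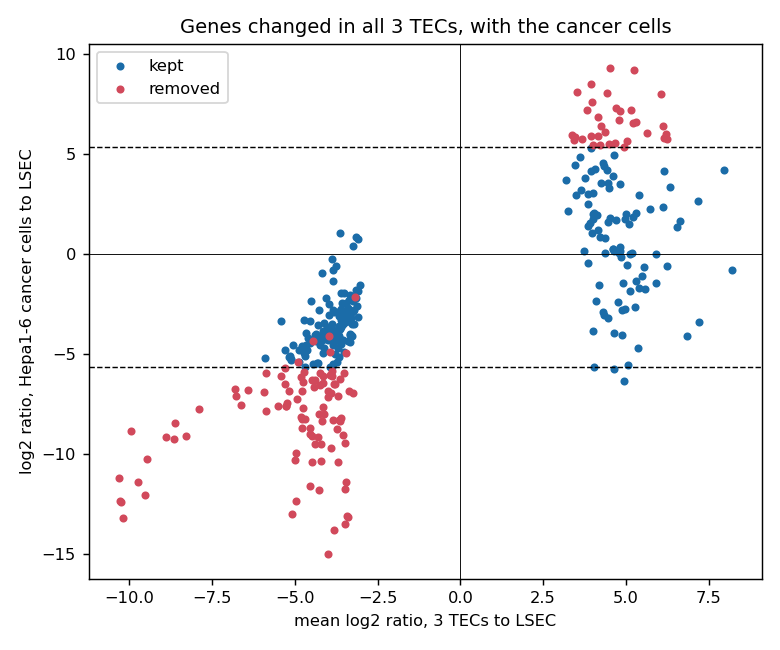
Each point is 1 of the 359 genes changed in all 3 TECs, by its mean log2 ratio to LSEC over the 3 TECs and its log2 ratio in cultured Hepa1-6 cells. Blue points were kept and red points removed, dashed lines mark the cutoffs of the cancer cells, and removed genes between them had another probe past the cutoff.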

Finally, we detected 260 TEC-specific genes that showed proliferative and pro-angiogenic features in the gene ontology analysis (Figures 3B and 3C). 

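After this removal 227 genes were left, 92 higher and 135 lower in all 3 TECs, or 40.5% higher. With normexp background correction 283 genes were left, 54.1% of them higher, and 89 were shared with the 227. Without Hepa1-6 TEC 617 genes were left. The genes named here were taken by the smallest of the 3 ratios of normalized signals, 5 higher genes (Mmp9, Tnfrsf9, Eno2, Arg1 and Fam20c) and 5 lower genes (Enpep, Col4a4, Cyp2c54, Cyp2c50 and Gm19461). Of these only Arg1, Fam20c and Enpep were well above background on both sides, and signals not above background have no order, so which genes changed most is not determined. Probe positions are those of the array design on mm9. Mmp9, a matrix metalloproteinase, was measured by a probe on chromosome 2 from 164780620 to 164780679. It was not well above background in LSECs and was at least 152-fold higher in TECs, and it is also in a list of neutrophil genes. Such a limit sets the mean of the 3 TECs against the lowest signal well above background on the LSEC array, or the other way round for a lower gene. Tnfrsf9 was at least 59.4-fold higher and Eno2 at least 116-fold higher on the same terms. Arg1, whose probe lies on chromosome 10 from 24636194 to 24636253, was measured on all 4 endothelial arrays and was 175-fold, 88.2-fold and 214-fold higher in HAK-1B, Hepa1-6 and KYN-2 TECs, a log2 ratio of 7.22 ± 0.67 (SD over the 3 TECs), and it is also in a list of macrophage genes. Fam20c had a log2 ratio of 6.15 ± 0.52 over the same arrays. Enpep, on chromosome 3 from 128972910 to 128972969, fell by 5.89 on the log2 scale, with an SD of 0.34, and 1 of its 2 probes passed. Col4a4, Cyp2c54, Cyp2c50 and Gm19461 were not well above background on any TEC array and were at least 17.6-fold, 14.2-fold, 13.9-fold and 13.5-fold lower. Cyp2c54 and Cyp2c50 are near-identical paralogs on chromosome 19 that a 60-base probe may not tell apart. The SD describes the spread between tumors of 3 lines and is not an error between animals. From the gene ontology analysis of its TEC-specific genes, the paper states that they have proliferative and pro-angiogenic features.

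**Figure D2:**
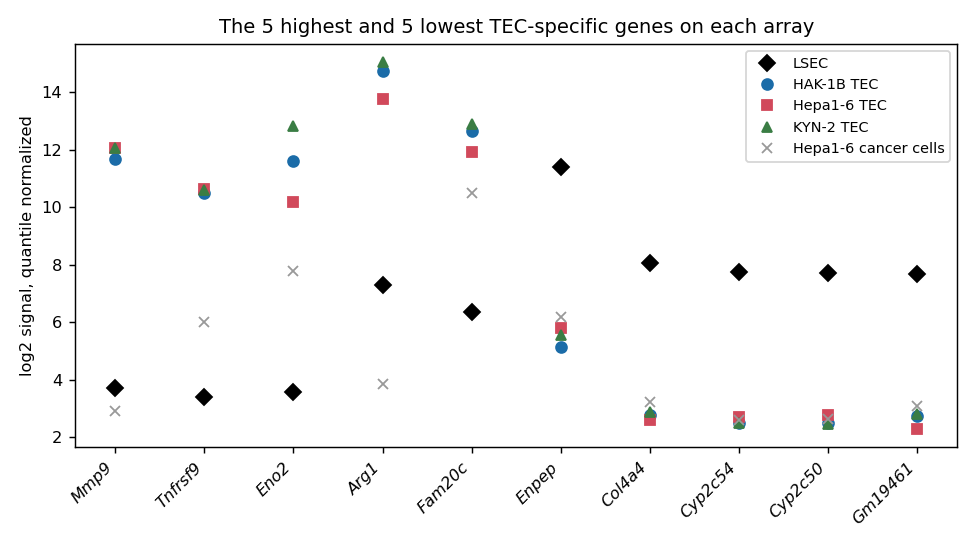
Quantile-normalized log2 signal on each of the 5 arrays, 1 point per array, of the 5 higher and 5 lower TEC-specific genes with the largest ratios of normalized signals, with points not above background included. For the higher genes every TEC point lies above the LSEC point, as for Arg1 at log2 ratios of 7.45, 6.46 and 7.74, and for the lower genes every TEC point lies below it.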

A microRNA array was used to detect TEC-specific miRNAs. We focused on downregulated miRNAs because the downregulation of TEC-specific miRNAs resulted in the upregulation of TEC-specific mRNAs (Figure 3D). The top 10 downregulated TEC-specific genes were detected using a microRNA array (Figure 3E).

**Figure 3:**
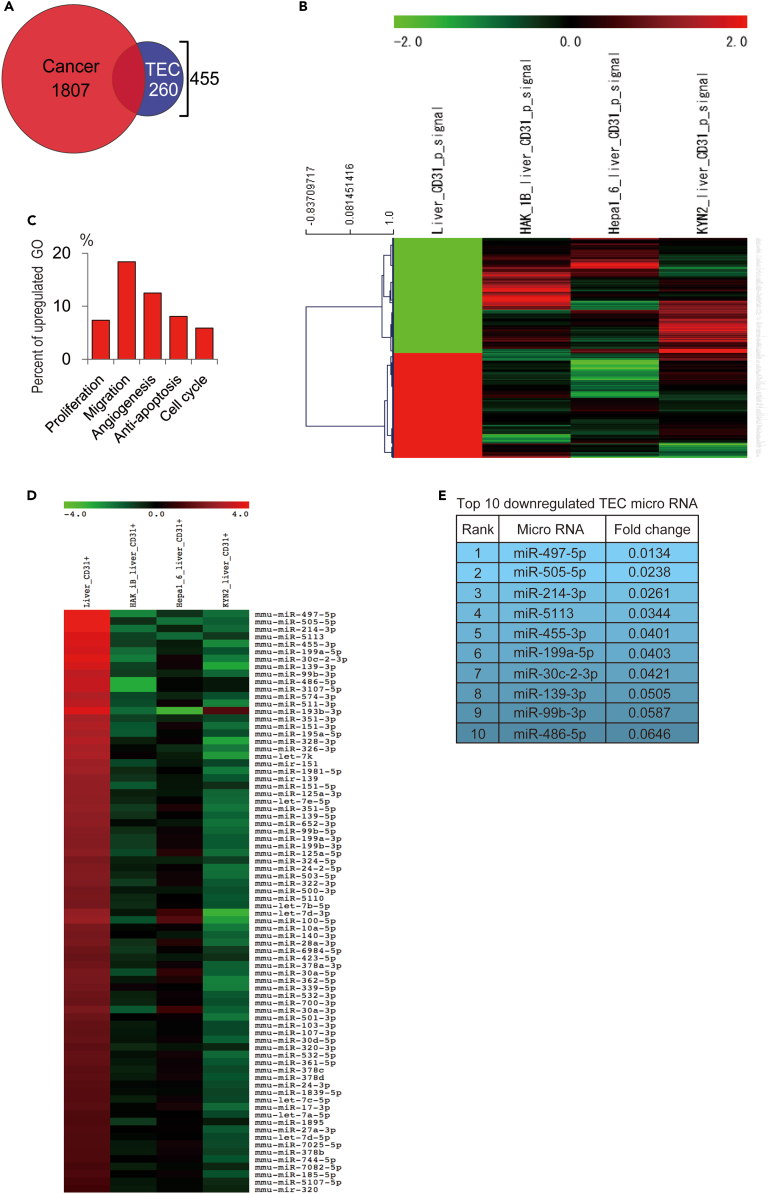
Evaluation of genetic difference between TECs and LSECs (A) Venn diagram of 260 TEC-specific genes. (B) Heatmap of TEC-specific genes. LSEC, TEC isolated from HAK1-B, Hepa1-6, and KYN-2 cells (n = 1 each). (C) Gene ontology analysis of TEC-specific gene expression. The upregulated genes showed proangiogenic features (proliferation, migration, angiogenesis, anti-apoptosis, and cell cycle). (D) Heatmap of TEC-specific miRNAs. LSEC, TEC isolated from HAK1-B, Hepa1-6, and KYN-2 cells (n = 1 each). (E) The top 10 downregulated TEC-specific microRNAs. TEC; tumor endothelial cell, LSEC; liver sinusoidal endothelial cell.

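The gene ontology database was not used here, so lists of genes written by hand before the data were examined stood in for the 5 features. The legend of Figure 3 speaks of the upregulated genes, whereas a list here holds all its genes, changed or not. The medians below therefore do not test the paper's statement. For each list the median of the log2 ratios to LSEC was taken, with its percentile among 10000 random lists of the same size matched on expression, as a description of these arrays. The cell cycle list of 57 genes had medians of 1.32, 2.59 and 1.95 in HAK-1B, Hepa1-6 and KYN-2 TECs, was above all of the random lists, and had 50 genes higher in all 3 TECs. Its median in cultured Hepa1-6 cells was 4.02. Of its genes only Kif2c passed the rule in all 3 TECs, and it was removed as a cancer gene. The proliferation list of 36 genes had medians of 0.12, 0.63 and 0.15 and percentiles of 78.1, 99.9 and 83.5 in the same order. Over the 3 TECs together its median was 0.37, at the 98.5th percentile, and fell to 0.23 without Hepa1-6 TEC. Areg and Met passed the rule and were removed. The migration list of 42 genes had medians of 0.67, 0.07 and 0.47 and percentiles of 100, 69.9 and 99.9 in that order. Over the 3 TECs together its median was 0.68, at the 100th percentile, and fell to 0.36 without HAK-1B TEC. Fn1 was its only higher gene by the rule and was removed. The angiogenesis list of 59 genes, 31 of them also in another list, went both ways, with medians of -0.19, -0.51 and 0.23 and a percentile of 32.8, and its median of -0.05 over the 3 TECs was 0.03 with scaling to the 75th percentile, 0.13 without Hepa1-6 TEC and -0.42 without KYN-2 TEC. Mmp9, Thbs1 and Vegfa were called higher and kept, whereas Kdr, Nrp1 and Tek were called lower and removed. Of the 4 probes of Vegfa, 2 passed in all 3 TECs, 1 of them with log2 ratios of 6.86, 5.43 and 6.09. Its brightest probe did not pass in Hepa1-6 TEC and was 57.1-fold, 8.27-fold and 28.8-fold higher. The anti-apoptosis list of 21 genes had medians of 0.08, -0.55 and -0.23, and none of its genes passed the rule. Its median over the 3 TECs was -0.19, with a percentile of 10.95, or 0.22 with that scaling and -0.0088 without Hepa1-6 TEC. A list of 18 tip cell genes had medians of 0.69, -0.02 and 1.62, and a list of 14 tumor endothelial markers had medians of 0.71, 0.59 and 1.09. Over the 3 TECs together their percentiles were 99.99 and 98.9, but the tip cell list was at 45.2 in Hepa1-6 TEC.

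**Figure D3:**
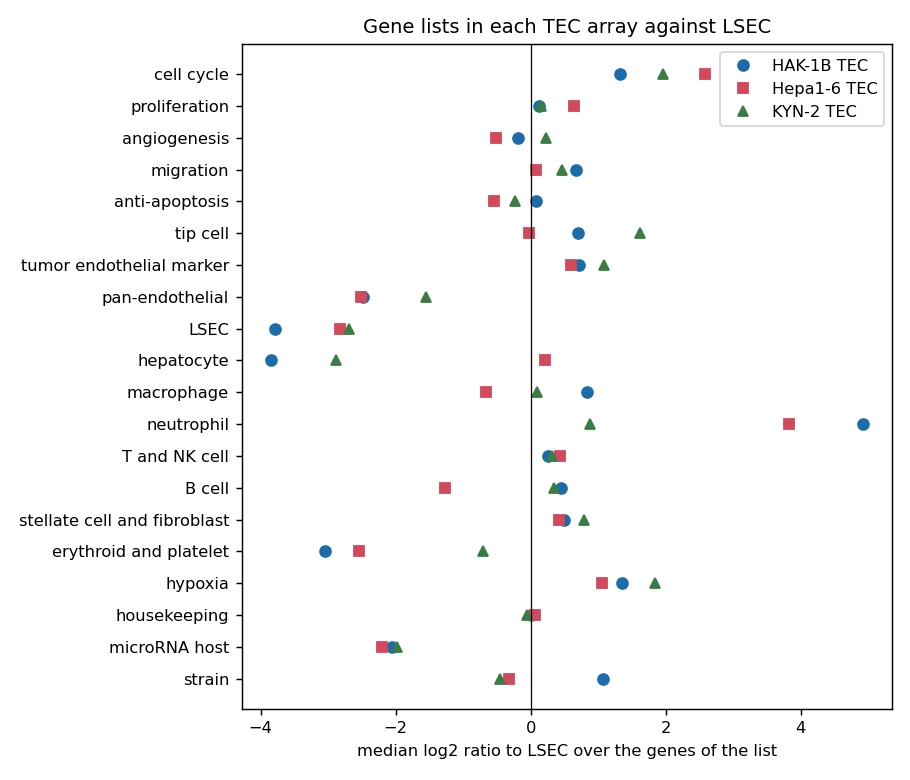
Median log2 ratio to LSEC over the genes of each of 20 lists, 1 point per TEC array, with LSEC at 0. The cell cycle list lies above 0 in all 3 TECs at 1.32, 2.59 and 1.95, and the angiogenesis list lies on both sides of 0.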

### Detection of important microRNAs that are associated with the TEC phenotype

Among the top 10 downregulated TEC-specific miRNAs, miR-139-3p, 214-3p, 199a-5p, 497-5p, and 455-3p were significantly downregulated in TECs (Figures 4A–4E and Figure S4). To assess whether these TEC-specific miRNAs are related to the TEC phenotype, tube formation assays using miRNA inhibitors were performed. In experiments involving miRNA inhibitors and mimics, we confirmed that the assay was appropriately conducted (Figure S5). Notably, the downregulation of miR-139-3p and 214-3p significantly increased tube formation (Figure 4F). The downregulation of these miRNAs simultaneously significantly increased tube formation compared with the downregulation of each microRNA (Figure 4G). These results suggest that miR-139-3p and miR-214-3p are important for achieving a TEC-specific phenotype in vascular endothelial cells.

**Figure 4:**
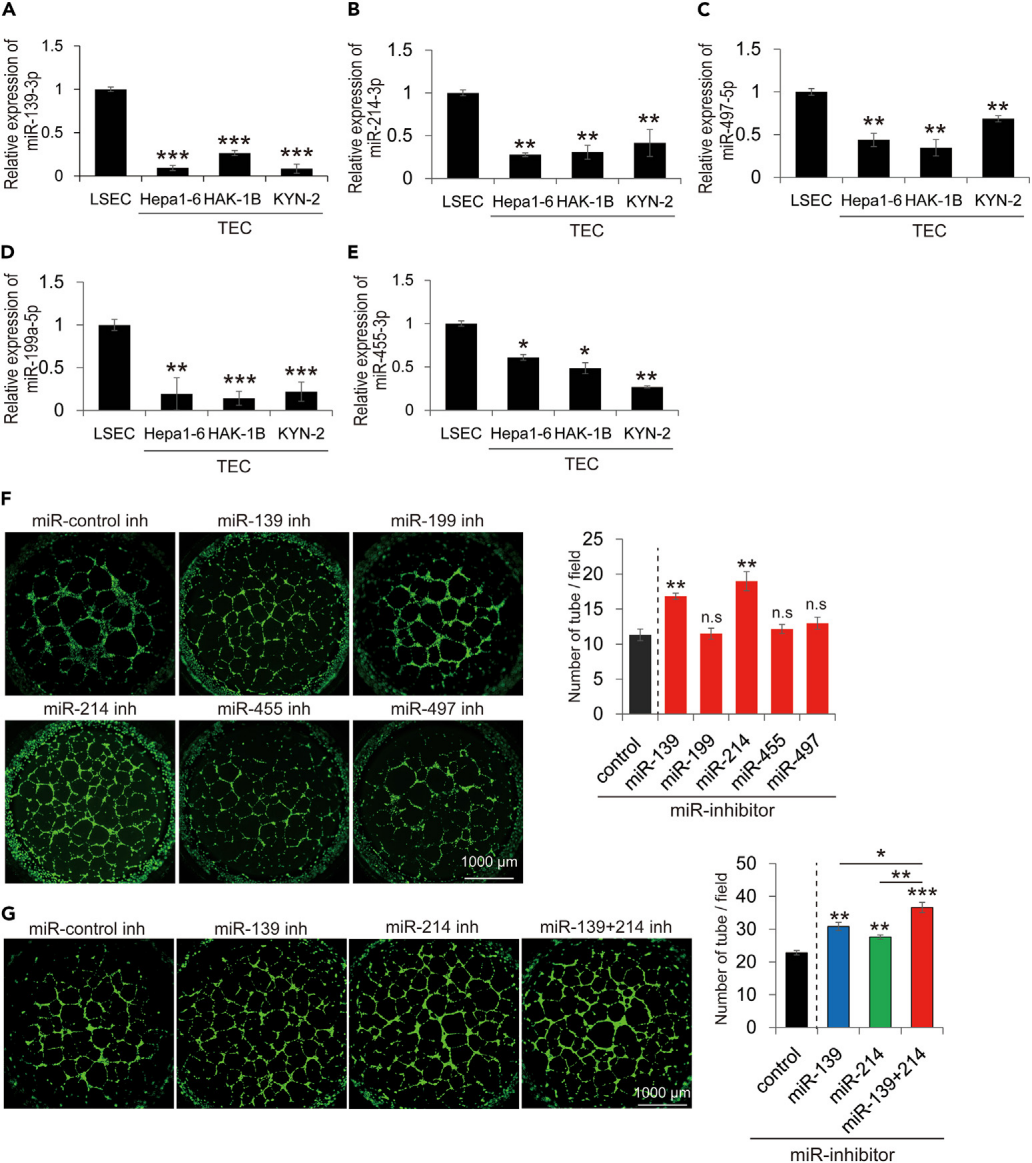
Evaluation of functional aspects in the detected TEC-specific microRNAs (A–E) A quantitative real-time PCR of the detected TEC-specific microRNAs. Among the top 10 downregulated miRNAs, miR-139-3p, 214-3p, 497-5p, 199a-5p, and 455-3p were significantly downregulated in TEC. (F) Tube formation assay using miRNA inhibitors (inh). Among the five candidate miRNAs, the miR-139 and 214 inhibitors significantly increased tube formation (n = 3). (G) Tube formation assay using miRNA inhibitors. The reduction of miR-139 and 214 significantly increased tube formation (n = 3). ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, n.s.; not significant TEC; tumor endothelial cell, miR; microRNA.

### Upregulation of miR-139-3p and 214-3p using miR mimics inhibited tube formation

Experiments using microRNA mimics were performed to determine whether miR-139-3p and -214-3p are promising therapeutic targets. Upregulation of miR-139-3p and 214-3p using microRNA mimics significantly reduced tube formation (Figure S6). MicroRNA mimics were also reduced tube formation under the exposure of microRNA inhibitors (Figure 5A). As both miR-139-3p and -214-3p were downregulated in the isolated TECs, we evaluated the effects of the miRNA mimics on the downregulation of both miRNAs (Figure 5B). The upregulation of miR-139-3p and 214-3p significantly reduced the number of tubes formed under these conditions. Additionally, upregulation of these miRNAs inhibited cell proliferation in vascular endothelial cells (Figure 5C) but not in cancer cells (Figure 5D).

**Figure 5:**
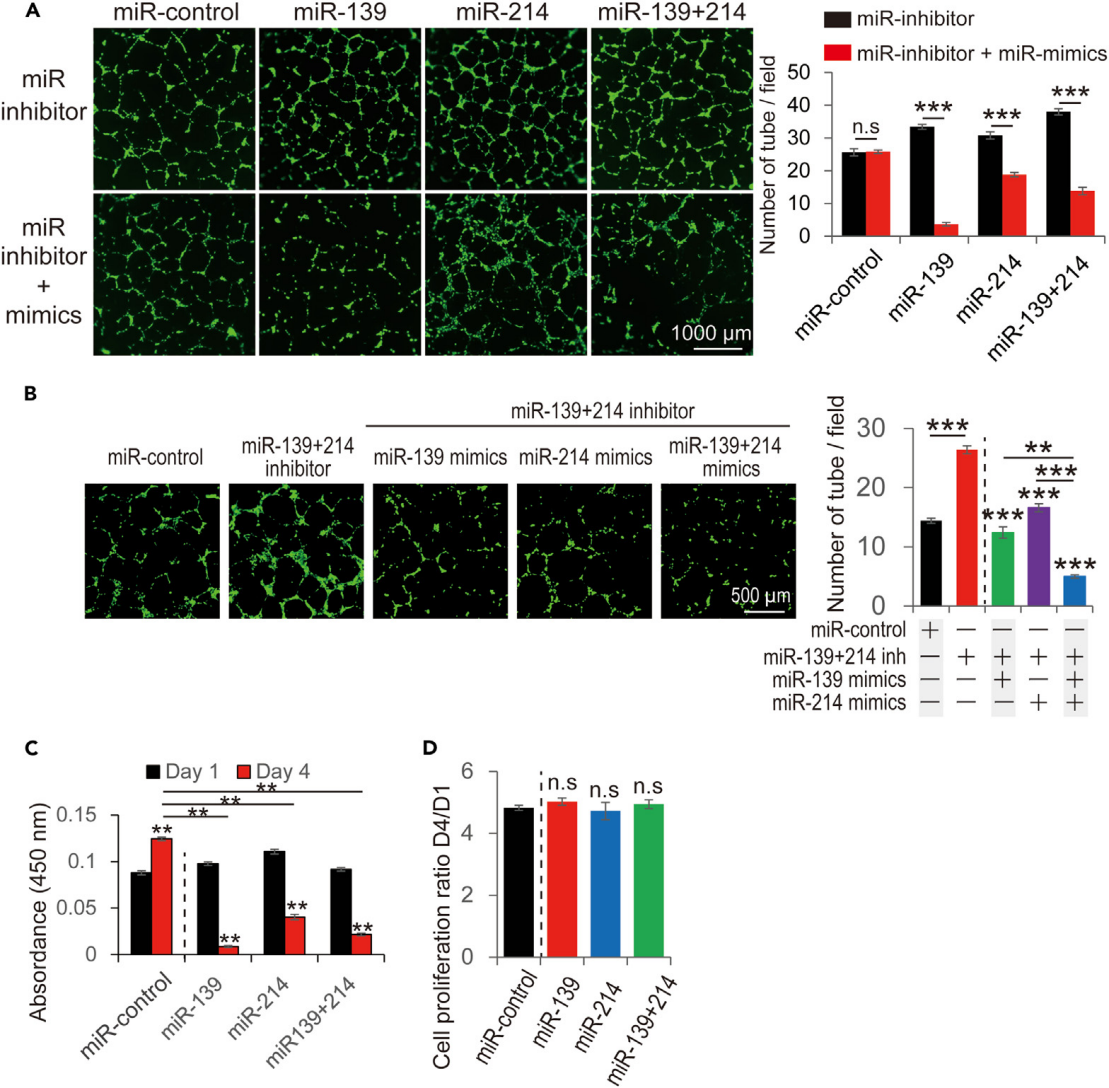
*In vitro* tube formation assay using the detected TEC-specific microRNAs mimics (A) Tube formation assay using miRNA mimics. After exposure to each or both miRNA inhibitors, each or both miRNA mimics were added to the culture media. The number of tubes formed was then counted (n = 3). (B) Tube formation assay using miRNA mimics. After exposure to both microRNA inhibitors, miRNA mimics were added to the culture media. (C) Cell proliferation assay of vascular endothelial cells (n = 6). (D) Cell proliferation assay of cancer cells (Hepa1-6, n = 6). ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, n.s.; not significant TEC; tumor endothelial cell.

### TEC-specific microRNA agonist cocktail inhibited tumor growth through anti-angiogenesis without affecting hepatic vasculatures

To examine the effects of the detected TEC-specific miRNAs in treating HCC, the miRNA agonist cocktail (miR cocktail), including miR-139-3p and 214-3p mimics, was administered to the HCC orthotopic mouse models. A pilot study was performed using miR-negative and miR-positive controls (PC) to establish the assay. After injection, the administered miR-PC was detected in the tumor and TEC populations (Figures S7A and S7B). Moreover, the known target genes of miR-PC were significantly downregulated in the whole tumor and TEC populations (Figures S7C and S7D). We administered the miR cocktail to two orthotopic HCC mouse models based on the pilot study. Interestingly, the miR cocktail significantly inhibited tumor growth in both orthotopic HCC models (Figures 6A and 6B).

**Figure 6:**
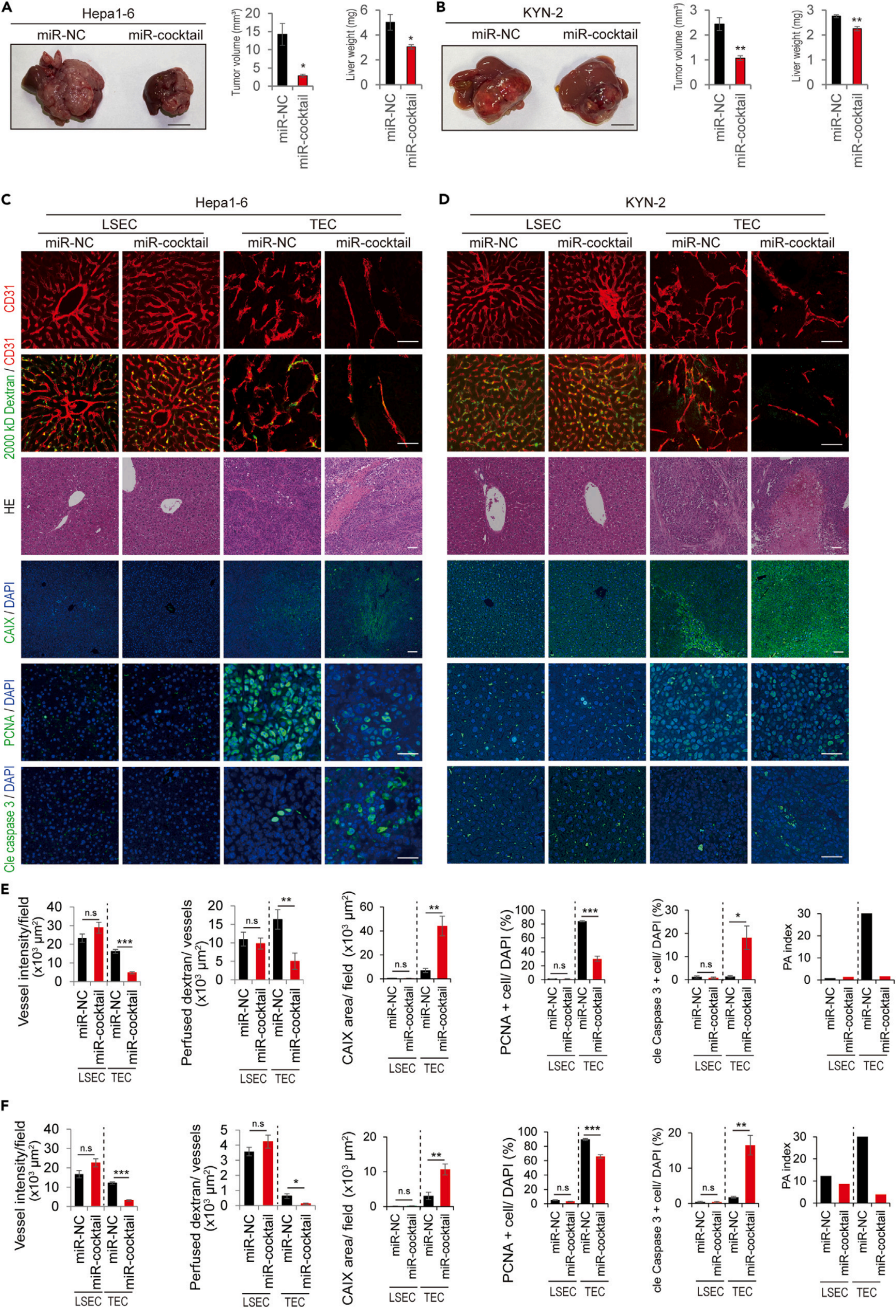
Evaluation of *in vivo* TEC-specific microRNA agonists cocktail for HCC orthotopic mouse models (A) Anti-tumor effect of TEC-specific microRNA agonist cocktail (miR cocktail) in Hepa1-6 orthotopic mouse model. The tumor volume (mm^3^) and whole liver weight (mg) were evaluated (n = 5). (B) Anti-tumor effect of the TEC-specific miR cocktail in the KYN-2 orthotopic mouse model. The tumor volume (mm^3^) and whole liver weight (mg) were evaluated (n = 5). (C and E) Immunohistochemical staining of each parameter in the Hepa1-6 orthotopic mouse model treated with the TEC-specific miR cocktail. Whole-mount staining of tumor vessels and hepatic vasculature (scale bar: 300 μm). Whole-mount staining of 2,000 kD dextran and CD31 (n = 5 random fields per group, scale bar: 100 μm). Immunohistochemical staining of CAIX (n = 6 random fields per group; scale bar: 100 μm). Immunohistochemical staining of PCNA (n = 5 random fields per group; scale bar: 300 μm). Immunohistochemical staining of cleaved caspase 3 (cle caspase 3, n = 5 random fields, scale bar: 300 μm). PA index was calculated using PCNA^+^ cells/cleaved caspase 3^+^ cells. (D and F) Immunohistochemical staining for each parameter in the KYN-2 orthotopic mouse model treated with a TEC-specific miR cocktail. Whole-mount staining of tumor vessels and hepatic vasculature (scale bar: 300 μm). Whole-mount staining of 2,000 kD dextran and CD31 (n = 5 random fields per group, scale bar: 100 μm). Immunohistochemical staining of CAIX (n = 6 random fields per group; scale bar: 100 μm). Immunohistochemical staining of PCNA (n = 5 random fields per group; scale bar: 300 μm). Immunohistochemical staining of cleaved caspase 3 (cle caspase 3, n = 5 random fields, scale bar: 300 μm). ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, n.s.; not significant TEC; tumor endothelial cell, miR; microRNA, PA; proliferation-apoptosis.

Changes in the tumor microenvironment due to the miR cocktail were evaluated using immunohistochemical staining (Figures 6C–6F). Tumor angiogenesis was significantly inhibited in tumors treated with the miR cocktail. Importantly, the miR cocktail did not decrease the vessel density in the hepatic vasculature. Significant hypoxia and necrosis in the tumor were detected following treatment with the miR cocktail. In addition, the miR cocktail treatment induced a significant reduction in cell proliferation, whereas an increase in cell apoptosis was observed only in the tumor, but not in the liver. These results suggest that the miR cocktail inhibits tumor growth by suppressing tumor angiogenesis without affecting the hepatic vasculature.

### TEC-specific microRNAs specifically inhibited vessel sprouting via the downregulation of vascular tip cells-related genes

These vascular endothelial cells were isolated to confirm whether the miR cocktail was transfected into TEC and LSEC. Notably, the miR-139-3p and 214-3p levels were significantly increased in both TEC and LSEC populations (Figures 7A and 7B). The expression gene array was performed, and gene ontology analysis was conducted to determine what happened in the tumor treated with the miR cocktail (Figure 7C). We found that angiogenesis-related genes were significantly downregulated by the miRNA cocktail. Particularly, various genes related to the dynamics of vascular endothelial cells, such as development, angiogenesis, vasculogenesis, cell movement, migration, and proliferation, were significantly reduced by the miR cocktail administration (Figure 7D). These results suggested that the miR cocktail significantly inhibited tumor angiogenesis via the downregulation of various angiogenesis-related genes. However, one remaining question was raised: there was no impact on the liver vasculature, regardless of transfection into LSEC (Figures 7A and 7B). To shed light on the reason why the miR cocktail only affects TECs, but not LSEC, we focused on vascular tip-cell-related genes. Goveia et al. reported approximately 43 vascular tip-cell-related genes in cancer, which were correlated with the vessel sprouting of TEC.^12^ Interestingly, among the 43 vascular tip-cell-related genes, 78% were downregulated by the miR cocktail treatment (Figure 7E). An aortic ring assay was performed to confirm whether the miR cocktail regulated vessel sprouting. The miR cocktail significantly reduced vessel sprouting (Figure 7F). Finally, the regulation of TEC-specific microRNAs detected in this study downregulated the genes related to vessel sprouting. Therefore, they could only affect tumor angiogenesis, but not the hepatic vasculature.

**Figure 7:**
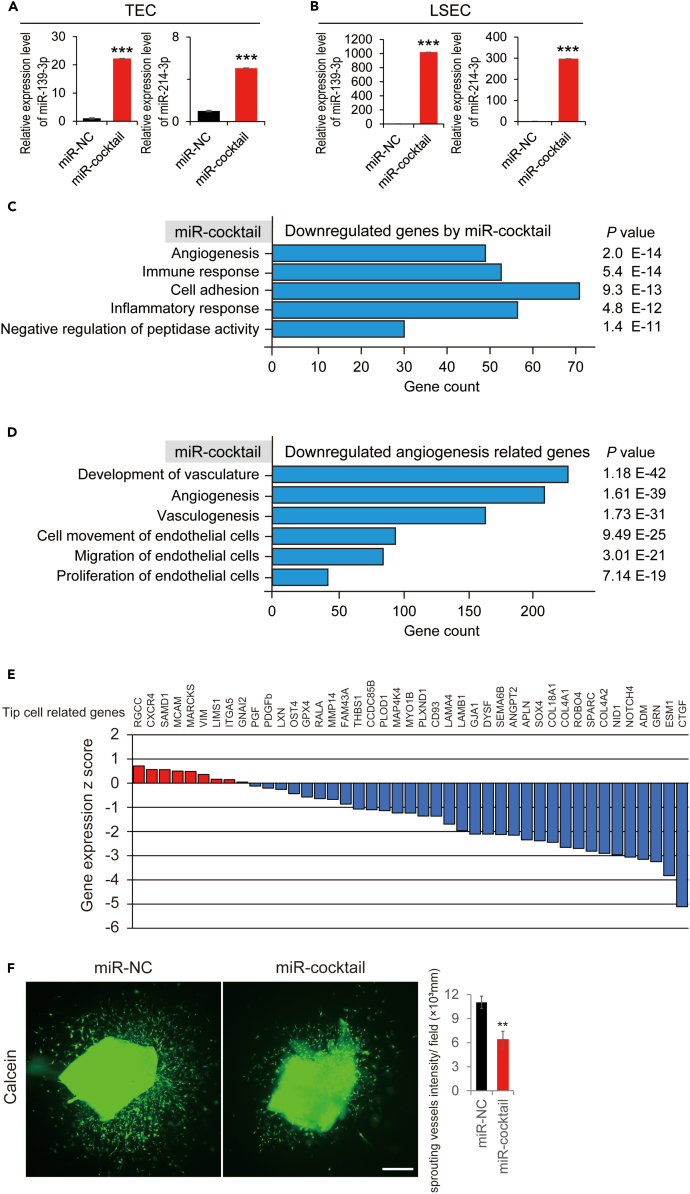
Evaluation of genetic change in TECs isolated from tumors treated with the TEC-specific microRNA agonists cocktail (A) Expression of TEC-specific microRNAs in TEC isolated from Hepa1-6 orthotopic mouse model treated with a TEC-specific miRNA agonist cocktail (miR cocktail). (B) Expression of TEC-specific microRNAs in LSEC isolated from Hepa1-6 orthotopic mouse model treated with the miR cocktail. (C) Gene ontology analysis of TECs treated with the miR cocktail (n = 1 in each group). (D) Angiogenesis-related gene ontology analysis of TECs treated with miR cocktail. (E) Waterfall plot of 46 tip-cell-related genes in TECs treated with the miR cocktail. Among them, the miR cocktail treatment downregulated 78% of the tip-cell-related genes. (F) Aortic ring assay in miR negative control (NC) and miR cocktail (n = 3). ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, n.s.; not significant TEC, tumor endothelial cell; miR, microRNA; LSEC, liver sinusoidal endothelial cell.

## Discussion

In this study, we identified two downregulated TEC-specific microRNAs, miR-139-3p and 214-3p, in orthotopic HCC mouse models. We further demonstrated that the upregulation of these miRNAs due to the miRNA agonist cocktail administration specifically inhibited tumor angiogenesis without affecting hepatic vasculature. These miRNAs regulate the genes related to vascular tip cell sprouting in tumor angiogenesis, which could separate the anti-angiogenic action between tumor vessels and healthy vessels.

Nowadays, the treatment for HCC has remarkably developed and many molecular targeted agents (MTAs) have been approved for treating HCC.^13^ The approved MTAs for HCC commonly inhibit tumor angiogenesis by blocking the VEGF signaling pathway.^2^ Additionally, anti-VEGF antibodies are also used in combination therapy with immune checkpoint inhibitors.^14^ Although current MTAs have proven survival benefits for patients with HCC, the incidence of adverse events and acquired resistance are becoming issues that must be solved. The incidence rate of adverse events of approved MTAs is >90% at any grade.^11^^,^^15^^,^^16^ The dose of MTAs must be reduced by the appearance of adverse events, which results in deterioration of the anti-tumor effect and induction of acquired resistance. Maintaining liver function is essential for treating HCC.^17^ However, as shown in this study, currently approved MTAs, such as sorafenib or lenvatinib, affect hepatic vasculature via VEGF blockade because VEGF is important for maintaining hepatic vasculature. This study showed that the TEC-specific microRNA cocktail did not affect the hepatic vasculature, which could be an ideal treatment in anti-angiogenic therapy for HCC.

Recent studies have shown that TEC has morphologically, functionally and genetically different characteristics compared to the vascular endothelial cells of healthy organs.^18^ Nanda et al. reported approximately 46 tumor endothelial markers (TEM), such as TEEM, TEM5, and TEM8.^19^ Hide et al. also reported that TECs are sensitive to growth factors and exhibit chromosomal abnormalities.^20^ These data indicated that TECs exhibit abnormalities and different phenotypes. Therapies targeting the TEC-specific gene have also been reported and have shown promising efficacy.^20^ However, studies on TEC-specific miRNAs have not yet been reported. This study is the first to report effective TEC-specific miRNAs in treating HCC, which has novelty and clinical significance from the point of view.

In this study, tumor angiogenesis was specifically inhibited by restoring/replacing the TEC-specific downregulated miRNAs. Such miRNA replacement therapy is an expected therapeutic concept for treating HCC using miRNA agonists.^9^^,^^21^^,^^22^^,^^23^ Diminished expression of tumor-specific miRNAs is correlated with tumor progression, invasion, and metastasis.^24^ miRNA replacement therapy aims to restore tumor suppressor miRNA function in tumor cells using synthetic miRNA mimics. Serej et al. and Orellana et al. demonstrated the efficacy of replacement therapy with miR Let-7 in treating cancer.^25^^,^^26^ This study was the first to demonstrate an effective microRNA replacement therapy that targets TEC. miRNAs significantly correlate with vascular development.^27^ This study revealed that microRNA replacement therapy targeting TEC-specific microRNAs could be a promising treatment for future molecular-targeted therapy.

This study found two important miRNAs that are essential for achieving the TEC phenotype. The first is miR-139-3p. Chi et al. reported that miR-139-3p downregulation was correlated with angiogenesis by regulating the expression of the S100A14 pathway.^28^ miR-139-3p is also associated with cancer cell proliferation.^29^ The second factor was miR-214-3p expression. Xiao et al. reported that miR-214-3p is correlated with endothelial migration and angiogenesis by regulating TrkB/ShcB expression.^30^ In this study, we found that these TEC-specific miRNAs significantly regulate the expression of vascular tip cell-related genes. Generally, vascular sprouting occurs during the fetal period or cancer progression.^31^ As the phenomenon does not generally occur in quiescent vascular cells in healthy organs, the treatment using the TEC-specific microRNAs detected in the study can only inhibit tumor angiogenesis with specificity, without affecting quiescent vascular cells in healthy organs.

In conclusion, we identified two downregulated TEC-specific miRNAs in orthotopic HCC mouse models. Furthermore, we demonstrated that the TEC-specific miRNA cocktail significantly inhibited tumor growth by inhibiting tumor angiogenesis without affecting hepatic vasculature. TEC-specific miRNA replacement therapy that targets only tumor-sprouting vessels can be a novel therapeutic concept and a promising treatment for patients with HCC.

### Limitations of the study

This study found promising TEC-specific miRNAs that could be therapeutic targets in treating HCC. However, this study had some limitations. Although we found that these miRNAs significantly inhibited tumor angiogenesis by downregulating vascular tip cell-related genes, we could not identify the genes specifically binding to the detected TEC-specific microRNAs. Further studies are needed to identify the target genes. And we detected TEC-specific miRNAs only from downregulated genes isolated from TEC because the concept of the miRNA replacement therapy is to compensate the lacking miRNA. However, important miRNAs could also exist on the upregulated miRNAs. Therefore, further experiments are needed in the study. Moreover, its clinical relevance should be studied in future research. Whether TEC-specific microRNAs are detected in TECs isolated from human HCC samples and whether the regulation of these miRNAs is functional even for patients with HCC should be studied. However, the concepts identified in this study are important. The issue regarding the non-specificity of the targeted molecules for TEC in current AADs should be solved for further development in the field of anti-angiogenic treatment. The findings of the study showed promising outcomes from the point of view.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-CD31 antibody	R&D Systemc Inc	AF-3628
Donkey anti-goat antibody	Abcam	ab150130
Lysine-fixable tetramethyl rhodamine dextran 70kDa	Invitrogen	D1818
Lysine-fixable tetramethyl rhodamine dextran 2000kDa	Invitrogen	D7139
Anti-Carbonic anhydrase IX antibody	Abcam	ab184006
Anti-cleaved caspase 3 antibody	Cell signaling	#9661
Anti-PCNA antibody	Santa Cruz	#sc-7907
Goat anti-rabbit antibody	Invitrogen	#A11034
anti-CD31 antibody	Miltenyi Biotech	130-097-418

**Critical commercial assays**		

Angiogenesis assay Kit	Ibidi	#81505

**Experimental models: cell lines**		

Hepa1-6	ATCC	CRL-1830
HAK1-B	Our facility	Hepatology. 1993 Aug;18(2):320-7.
KYN-2	Our facility	Acta Pathol Jpn. 1988 Aug;38(8):953-66.

**Deposited data**		

Sequencing Data	National Center for Biotechnology Information	GSE250147

**Oligonucleotides**		

miR-139-3p inhibitor and mimics	Bioneer	MI0000261
miR-negative control	Bioneer	SMC-4001
miR-214-3p inhibitor and mimics	Bioneer	MI0000290
miR-199a inhibitor	Bioneer	MI0000242
miR-455-3p inhibitor	Bioneer	MI0003513
miR-497-5p	Bioneer	MI0003138
miR-negative control	Thermo Fisher	4464059
miR--1 positive control	Thermo Fisher	4464062
miR-139-3p	Thermo Fisher	MC12430
miR-214-3p	Thermo Fisher	MC12124

**Software and algorithms**		

DAVID	National Institutes of Health	DAVID Functional Annotation Bioinformatics Microarray Analysis (ncifcrf.gov)

### Resource availability

#### Lead contact

Further information regarding this manuscript and requests should be directed to the lead contact, Hideki Iwamoto, MD., PhD. ()

#### Materials availability

This study did not generate any new materials.

#### Data and code availability

• Deidentified final results supporting this study are available for research purposes upon reasonable written request to the corresponding author. Access to such data is available from the date of publication and requires a Data Access Agreement, which is examined and approved by the ethics committees who approved this research.
• This paper does not report original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participant details

#### Ethics statement

All animal experiments were approved by the ethical committee of the Kurume University School of Medicine (2021-185). The study regarding perfusion CT was approved by the Ethical Committee of Kindai University (23-105) and conducted per the Declaration of Helsinki. Written informed consent for perfusion CT was obtained from each patient.

#### Establishment of the hepatoma orthotopic mouse model

To establish the hepatoma orthotopic mouse models, 1.0×10^6^ Hepa1-6, HAK-1B, and KYN-2 cells were suspended in 50 mL solution (25 μL phosphate-buffered saline; PBS + 25 μL Matrigel matrix, Corning, NY, USA) and orthotopically inoculated into the left lobe of the mouse liver. The peritoneum and skin were surgically sutured under isoflurane anesthesia (Wako Pure Chemical Industries, Tokyo, Japan).

To assess the anti-angiogenic effects of sorafenib and lenvatinib on tumor angiogenesis, we created a Hepa1-6 hepatoma orthotopic mouse model. 30 mg/kg/mouse of sorafenib (ChemScene, Monmouth Junction, NJ, USA) or 10 mg/kg mouse lenvatinib (ChemScene) was administered once daily during daylight hours.

To assess the effect of AADs on the vascular structure of the liver, we treated healthy mice and mice that developed liver cirrhosis with sorafenib. The healthy mice were treated with lenvatinib. Liver cirrhosis was induced by carbon tetrachloride administration (CCl_4_; Wako Pure Chemical Industries; 1 μL/g body weight in olive oil). CCL_4_ was intraperitoneally injected into mice under inhalational anesthesia using 3% isoflurane twice a week until week 8.

To assess the effect of *in vivo* miRNA agonist cocktail including miR-139-3p and 214-3p mimics, Hepa1-6 and KYN-2 hepatoma orthotopic mouse models were established. The negative control (4464059), miR-1 positive control (4464062), miR-139-3p (MC12430), and 214-3p mimic (MC12124) were purchased from Thermo Fisher (Ambion mirVana). The *in vivo* miR agonists (2 nmol) were injected twice a week via the tail vein at 10 ng/mouse with Invivofectamine 3.0 (Thermo Fisher), following the manufacturer’s instructions. All treatments were continued for two weeks, after which the mice were sacrificed. Tumor volume was calculated by measuring tumor diameter from the surface (Tumor volume= length×width×width/2).

#### Patients

Perfusion CT was conducted for patients with HCC treated with sorafenib in the Kinki University Hospital between 2009 and 2010.

### Method details

#### Cell lines and animals

Mouse hepatoma cell line Hepa1-6 was purchased from American Type Culture Collection (ATCC; VA, USA). The human hepatoma cell lines, HAK-1B and KYN-2, were originally established and maintained at our institute. Both human and mouse tumor cell lines were grown and maintained in DMEM (Gibco by Invitrogen Cell Culture Co., Auckland, New Zealand) containing 10% (v/v) heat-inactivated fetal bovine serum (FBS; Biowest, Nuaille, France) and 100 U/mL Penicillin-Streptomycin (Nacalai Tesque, Kyoto, Japan) in a humidified atmosphere containing 5% CO_2_ at 37°C. Human umbilical vein endothelial cells and mouse tumor vascular endothelial cells 2H-11 were purchased from ATCC and maintained in a complete EGM-2 medium (Lonza, Walkersville, MD, USA).

Female 6-week-old C57BL/6 or nude mice (BALB/c nu/nu) were purchased from Kyudo KK (Fukuoka, Japan). We chose female mice to avoid “fighting” during the experiments. The mice were caged in groups of six or fewer mice per cage at the Kurume University School of Medicine animal facility. The mice were sacrificed via cervical dislocation after anesthesia with isoflurane. All animal experiments were performed using five–six mice per group.

#### Perfusion CT

CT acquisition for hepatic perfusion was performed using a single-source 64-channel multidetector CT scanner (Discovery CT750 HD; GE Healthcare, Milwaukee, WI, USA). The patients underwent a dynamic perfusion CT scan in addition to the routinely requested CT scan. Perfusion CT was performed per the manufacturer’s recommendations. The iodinated contrast material iohexol (Omnipaque 300 mg/ml, Daiichi-Sankyo Pharma, Tokyo, Japan) was injected intravenously at 4–5 mL/s at an iodine dosage of 600 mg/kg, tailored by patient weight. Dynamic scanning of a 75-mm liver section was conducted under 120 kV, 70 mA, and 0.4 sec of gantry rotation speed by using an axial shuttle mode, in which the scanner table was joggled 42 times between 2 adjacent 40-mm sections (there was 5-mm overlap between the 2 table positions). The total duration of the imaging study was roughly 2.1 min, and the patient breathed freely throughout the study. Each set of reconstructed perfusion images was manually analyzed using a CT Perfusion software (GE Healthcare) to generate total blood flow (TBF) using a model-based deconvolution algorithm in which the Region of Interest can be positioned in the tumor and the surrounding liver.

#### Whole-mount staining

Whole-mount staining was performed as described previously.^32^^,^^33^ Briefly, tissues were cut into thin slices, fixed in 4% paraformaldehyde overnight, and then exposed to 20 μg/mL proteinase K. Thereafter, the tissues were incubated with a goat anti-CD31 antibody (R&D Systems Inc., Minneapolis, MN, USA, Cat. No. AF-3628) overnight at 4°C, followed by staining with a donkey anti-goat secondary antibody (Abcam, Tokyo, Japan) for 2 h at room temperature. To assess vascular permeability and leakiness, lysine-fixable tetramethyl rhodamine dextran with a molecular weight of 70 kDa or 2000 kDa (Invitrogen) was injected into the tail vein. The mice were sacrificed five minutes after injection with 2000 kD and 15 min after injection with 70 kD. The slides were mounted and examined under a microscope (Keyence Corporation, Osaka, Japan). We scanned five thin sections at 3-μm distances from each sample and projected three-dimensional images of each tissue sample. Quantitative analyses of at least six different sections were performed using the Adobe Photoshop CS software (Adobe Systems, Tokyo, Japan).

#### Immunohistochemical staining

Immunohistochemical staining was performed as previously described. Briefly, paraffin-embedded tumor tissue sections (5 μm thick) were boiled for 30 min in a high-pH target retrieval solution for antigen retrieval and subsequently incubated with primary antibodies followed by secondary antibodies. The antibodies used are listed in Table S2. Nuclei were counterstained with DAPT (Vector Laboratories, Inc., Burlingame, CA, USA, # H-1200).

#### Isolation of CD31^+^ cells from tumor tissues by magnetic beads

Fresh tumor tissues were cut into small pieces in ice-cold PBS and digested in PBS containing 0.1% collagenase II (Worthington Biochemical Corporation, NJ, USA, CLS2 LS004174) at 37°C for 30 min with gentle pipetting to perform single-cell digestion. After digestion, cells were washed with Hank’s buffer (HBSS, Thermo Fisher, Gibco 14025-092) and blocked with FcR Blocking Reagent for 10 min (Miltenyi Biotech, Tokyo, Japan, 1130-023-575) and resuspended in 1 mL magnetic-activated cell sorting (MACS) buffer (Miltenyi Biotech 130-091-222), and anti-mouse CD31 MicroBeads (Miltenyi Biotech 130-097-418) were used for magnetic labeling. After washing, positive and negative cells were sorted using a MACS column and magnetic MACS separators, according to the manufacturer’s protocol.

#### Gene expression array

LSECs were isolated from the livers of mice, and TECs were obtained from tumors established by the hepatoma cell lines Hepa1-6, Huh-7, and KYN-2 to detect the difference in gene expression profiles between LSEC and TEC. TECs were isolated from tumors treated with the negative control and microRNA-agonist cocktail to evaluate the change in gene expression profiles by the microRNA-agonist cocktail. RNA was extracted using NucleoSpin miRNA (Macherey-Nagel, PA, USA). Gene expression microarray was analyzed using a Cell Innovator (Fukuoka, Japan). The cRNA was amplified, labeled, and hybridized to a 60 K Agilent 60-mer oligo microarray per the manufacturer’s instructions. All hybridized microarray slides were scanned using an Agilent scanner. Relative hybridization intensities and background hybridization values were calculated using the Agilent Feature Extraction Software (9.5.1.1). Functional analysis of the changing gene expression was performed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database on the DAVID system. Raw microarray data were submitted to Gene Expression Omnibus GEO in NCBI.

#### Data analysis and filter criteria

Regarding data analysis and filter criteria, raw signal intensities and flags for each probe were calculated from hybridization intensities (gProcessedSignal) and spot information (gIsSaturated), according to the procedures recommended by Agilent. (Flag criteria in GeneSpring Software. Absent (A): “Feature is not positive and significant” and “Feature is not above background”. Marginal (M): “Feature is not Uniform,” “Feature is Saturated,” and “Feature is a population outlier”. Present (P): others). Moreover, the raw signal intensities of the two samples were log2-transformed and normalized by a quantile algorithm with the ‘preprocessCore’ library package^34^ on Bioconductor software.^35^ We selected probes that call the ‘P’ flag at least one sample, excluding lincRNA probes. To identify up-or downregulated genes, we calculated Z-scores^36^ and ratios (non-log scaled fold-change) from the normalized signal intensities of each probe for comparison between control and experimental samples. Then, we established criteria for regulated genes: (upregulated genes) Z-score ≥ 2.0, ratio ≥ 1.5-fold, (downregulated genes) Z-score ≤ -2.0, and ratio ≤ 0.66.

#### MicroRNA array

LSECs were isolated from the livers of mice, and TECs were obtained from tumors established by each hepatoma cell line, Hepa1-6, Huh-7, and KYN-2 and the differences in their miRNA profiles were evaluated. A total of 100 ng of total RNA from each sample was labeled using the FlashTag™ Biotin HSR RNA Labeling Kit and hybridized to an Affymetrix GeneChip® miRNA 4.0 Array according to the manufacturer’s instructions. All the hybridized microarrays were scanned using an Affymetrix scanner. Relative hybridization intensities and background hybridization values were calculated using the Affymetrix Expression Console™.

We processed the raw CEL files for gene-level analysis with median polish summarization and quantile normalization using the Affymetrix® Transcriptome Analysis Console Software, and normalized intensity values were obtained. To identify up-or downregulated genes, we calculated ratios (non-log scaled fold-change) from the normalized intensities of each gene for comparisons between control and experimental samples. Then, we established criteria for regulated genes: (upregulated genes) ratio ≥ 2.0-fold, (downregulated genes) ratio ≤ 0.5.

#### Reverse transcription-quantitative real-time PCR

Real-time PCR was performed as described in our previous report. Briefly, RNA and microRNA were extracted using a NucleoSpin miRNA (MACHEREY-NAGEL), and then reverse transcribed into cDNA. Quantitative real-time PCR was performed to detect the messenger RNA and microRNAs. *Glyceraldehyde-3-phosphate dehydrogenase (Gapdh)* was used as the housekeeping gene. U6 was used as a housekeeping miRNA. The primers were purchased from TaqMan™ (Applied Biosystems, CA, USA) and were as follows: *Gapdh*, Mm99999915_g1, Twf1, Mm00725968_s1, U6 snRNA (#001973), mmu-miR-1a-1 (mmu482914_mir), mmu-miR-497-5p (mmu482607_mir), mmu-miR-505-5p (mmu481200_mir), mmu-miR-214-3p (mmu481652_mir), mmu-miR-199a (mmu480983_mir), mmu-miR-30c-2 (mmu479401_mir), mmu-miR-139-3p (mmu480929_mir), mmu-miR-99b (mmu481283_mir), mmu-miR-486 (mmu483002_mir), mmu-miR-455-3p (mmu482767_mir), and mmu-miR5113 (mmu481884_mir).

#### *In vitro* transfection of microRNA inhibitor and mimics

Vascular endothelial cells were seeded on 6 well plates. Synthetic miRNA inhibitors and mimics were purchased from Bioneer (Oakland, CA, USA). The negative control (SMC-4001), miR-139-3p inhibitor and mimics (MI0000261), miR-214-3p inhibitor and mimics (MI0000290), miR-199a inhibitor (MI0000242), miR-455-3p inhibitor (MI0003513), and miR-497-5p (MI0003138) were used at a final concentration of 50 nM. The cells were transfected using Lipofectamine RNAiMAX reagent (Thermo Fisher, 13778030). After overnight transfection, cells were used for each experiment.

#### Tube formation assay

Tube formation assays were performed using a μ-Slide Angiogenesis Kit (#81506. Ibidi GmbH, Gräfelfing, Germany) according to the manufacturer’s protocol. EGM-2, without hydrocortisone, was used in the assay. On day 1, transfection with miRNA inhibitors or mimics was performed overnight. On day 2, cells were seeded and cultured overnight. On day 3, the cells were stained with Calcein AM Solution (1:1000, #NV011, Fujifilm, Tokyo, Japan) for 1 h. The tubes were counted using the Adobe Photoshop CS software (Adobe Systems).

#### Cell proliferation assay

Cells were seeded onto 96-well plates at a density of 1000 cells/well in sextuplicates and incubated in 100 mL of culture medium for 24 h. After overnight incubation at 37°C in a serum-free medium, the medium was changed. Cell proliferation at various time points was determined using Cell Count Reagent SF (Nacalai Tesque), according to the manufacturer’s protocol.

#### Aortic ring assay

The aortic ring assay was performed as described previously.^37^ Thoracic aortae were dissected from C57/BL6 mice, cleaned, and cut into rings. The cells were then serum-starved overnight. During serum starvation, the rings were transfected with a miR agonist cocktail or negative control. The next day, rings were embedded in the following extracellular matrices: rat-tail collagen type I (Millipore, Tokyo, Japan, 08-115); Medium 199 10× phenol red-free (Thermo Fisher); 140 mM NaHCO_3_, 1 M NaOH, and filtered and autoclaved water. After 24 h, immunofluorescence staining was performed using Isolectin GS-IB4 AF488 conjugate (Thermo Fisher, I21411). The samples were then scanned using a fluorescence microscope (Keyence). Quantitative analyses were performed using Adobe Photoshop CS software program (Adobe system).

### Quantification and statistical analysis

#### Statistical analysis

All statistical analyses were performed using the JMP statistical analysis software (JMP Pro version 16, SAS Institute Japan Inc., Tokyo, Japan). Overall survival and progression-free survival were calculated using the Kaplan-Meier method and analyzed using the log-rank test. All experimental data are expressed as mean ± SD. Between-group comparisons were performed using the Mann-Whitney U test, Kruskal-Wallis test, and nonparametric analysis of variance. If the one-way analysis of variance was significant, differences between individual groups were analyzed using the Fisher’s least significant difference test. P<0.05 was considered statistically significant.

# Supplementary material for: A tumor endothelial cell-specific microRNA replacement therapy for hepatocellular carcinoma
**Source:** iScience. 2024 Jan 4;27(2):108797. doi: 10.1016/j.isci.2024.108797

## **Supplemental information**

### **A tumor endothelial cell-specific microRNA replacement therapy for hepatocellular carcinoma**

**Hideki Iwamoto, Hiroyuki Suzuki, Atsutaka Masuda, Takahiko Sakaue, Toru Nakamura, Toshimitsu Tanaka, Miwa Sakai, Yasuko Imamura, Hirohisa Yano, Takuji Torimura, Hironori Koga, Kaori Yasuda, Masakatsu Tsurusaki, Takahiro Seki, and Takumi Kawaguchi**

**Table S1.** Baseline clinical and tumor characteristics of the patients, related to Figure 1.

**Table S2.** List of antibodies used for immunohistochemistry, related to STAR Methods.

**Figure S1.** Immunohistochemical staining of CD31, related to Figure 1.

**Figure S2.** Overall survival and progression-free survival of patients treated with sorafenib, related to Figure 1.

**Figure S3.** Purity of Isolated CD31-positive cells, related to Figure 3.

**Figure S4.** Quantitative real-time PCR of five microRNAs among the top 10 downregulated microRNAs, related to Figure 4.

**Figure S5.** Transfection efficiency of microRNA (miRNA) inhibitor/mimics, related to Figure 4.

**Figure S6.** Tube formation assay using miRNA mimics, related to Figure 5

**Figure S7.** The pilot experiment of in vivo microRNA negative (NC) and positive control (PC) for the HCC, related to Figure 6.

**Table S1.** Baseline clinical and tumor characteristics of the patients, related to Figure 1.

| Characteristic                           | All patients      |
|------------------------------------------|-------------------|
| N                                        | 14                |
| Age (years)                              | 70.5 (54–86)      |
| Sex (female/male)                        | 2/12              |
| Etiology (HBV/HCV/nonBnonC)              | 3/9/2             |
| Child-Pugh class (A/B)                   | 4/10              |
| BCLC stage (B/C)                         | 8/6               |
| Tumor size (mm)                          | 45 (20–101)       |
| AFP (ng/mL)                              | 461 (4–68,442)    |
| DCP (mAU/mL)                             | 3,395 (11–72,050) |
| Initial dose (mg/day) 800/400            | 12/2              |
| Duration of sorafenib treatment (months) | 5.4 (0.37–42.7)   |

Data are expressed as median (range), or number.

Abbreviations: BCLC stage, Barcelona Clinic Liver Cancer stage; AFP,  $\alpha$ -fetoprotein; DCP, des-  
 $\gamma$ -carboxy prothrombin

**Table S2.** List of antibodies used for immunohistochemistry, related to STAR Methods.

| Antibody                                | Source                                | Dilution |
|-----------------------------------------|---------------------------------------|----------|
| Carbonic anhydrase IX (rabbit pAb)      | #ab184006; Abcam                      | 1:500    |
| CD31 (goat pAb)                         | #AF3628; R&D Systems                  | 1:200    |
| Cleaved caspase-3 (rabbit mAb)          | #9661; Cell Signaling<br>Technology   | 1:400    |
| PCNA (rabbit pAb)                       | #sc-7907; Santa Cruz<br>Biotechnology | 1:100    |
| Alexa Fluor™ 555 (donkey anti-goat IgG) | #ab150130; Abcam                      | 1:200    |
| Alexa Fluor™ 488 (goat anti-rabbit IgG) | #A11034; Thermo Fisher<br>Scientific  | 1:200    |

Abbreviations: pAb, polyclonal antibody; mAb, monoclonal antibody; PCNA, proliferating cell  
nuclear antigen

**Figure S1.** Immunohistochemical staining of CD31, related to Figure 1.

Immunohistochemical staining of CD31 in healthy liver treated with lenvatinib (*n*=6 random fields per group). The scale bar represents 100  $\mu\text{m}$ .

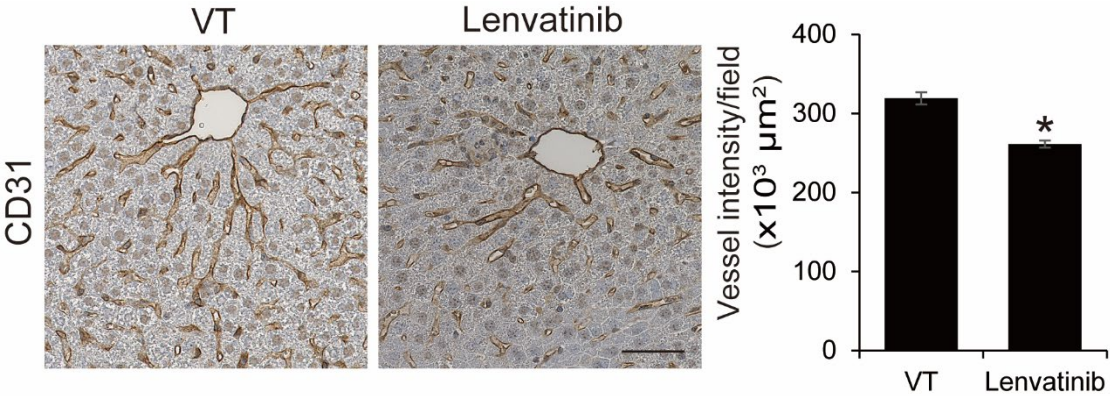

**Figure S2.** Overall survival and progression-free survival of patients treated with sorafenib, related to Figure 1.

A) Overall survival curves of patients with hepatocellular carcinoma (HCC) treated with sorafenib.

The median survival time was 14.2 months.

B) Progression-free survival curve of patients with HCC treated with sorafenib. The median

progression-free survival time was 7.6 months.

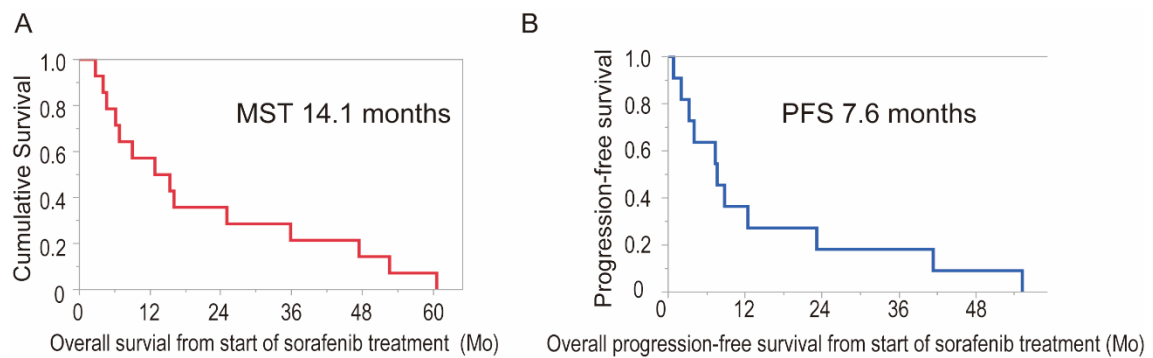

**Figure S3.** Purity of Isolated CD31-positive cells, related to Figure 3.

A) Purity of the isolated liver sinusoidal endothelial cell (LSEC)

B) Purity of the tumor endothelial cell (TEC) isolated from Hepa1-6 orthotopic mouse model

C) Purity of the TEC isolated from HAK1-B orthotopic mouse model

D) Purity of the TEC isolated from KYN-2 orthotopic mouse model

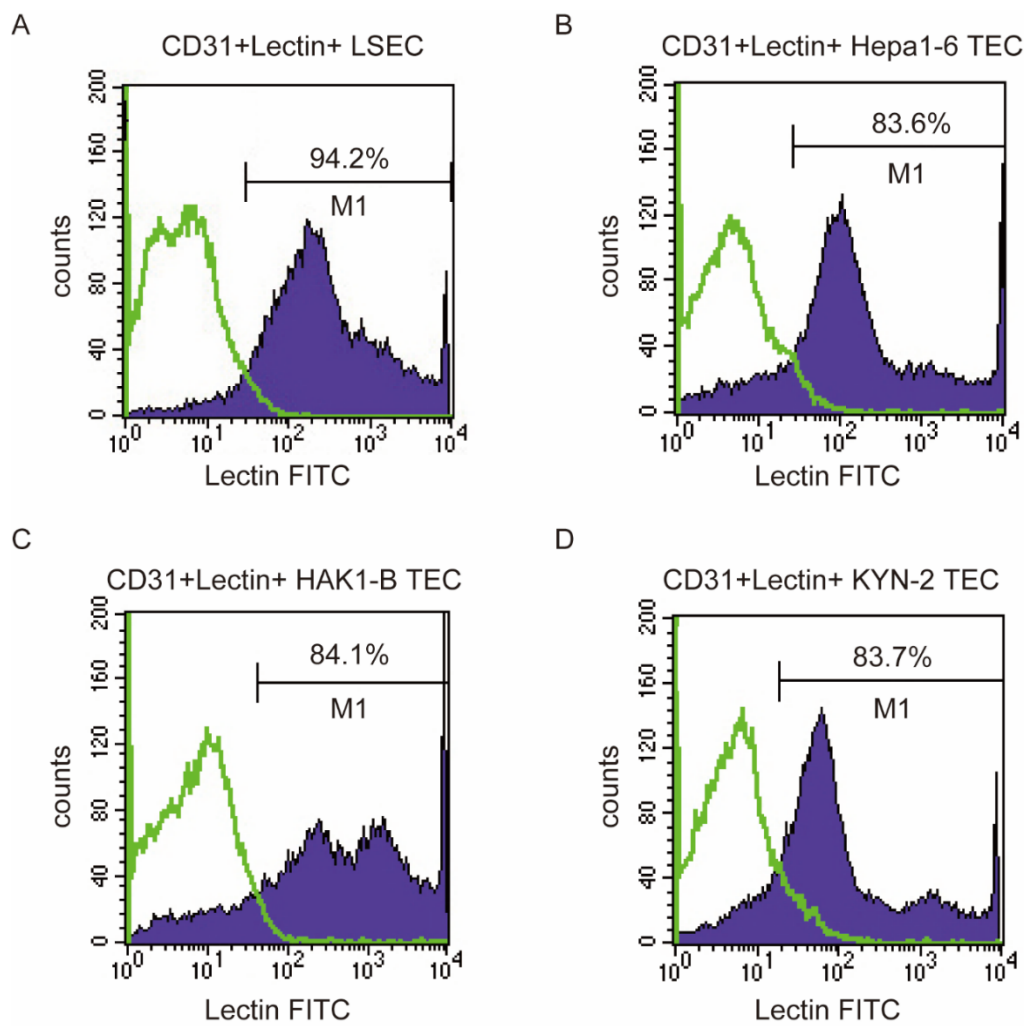

**Figure S4.** Quantitative real-time PCR of five microRNAs among the top 10 downregulated microRNAs, related to Figure 4.

There were no significant differences in miR-99b, 30c-2, 505-5p, 5113, and 486. The expression of U6 is used as the housekeeping microRNA. \*  $p < 0.05$ , \*\*  $p < 0.01$ , n.s; not significant

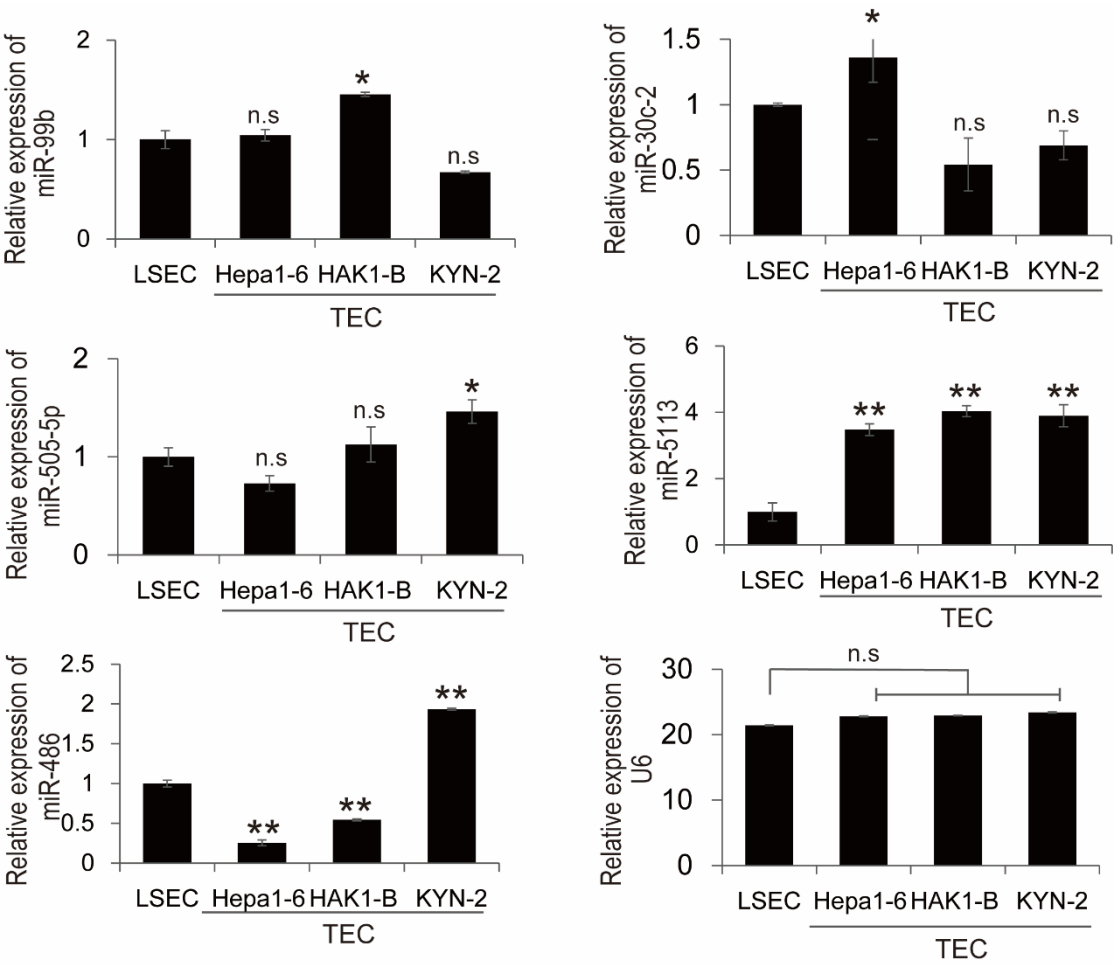

**Figure S5.** Transfection efficiency of microRNA (miRNA) inhibitor/mimics, related to Figure 4.

The GFP-positive cells were seen in more than 90% of the cells.

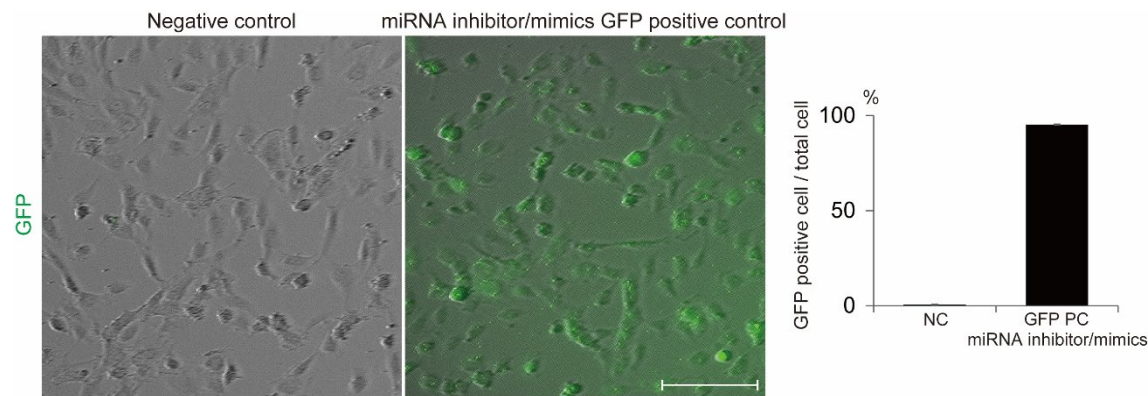

**Figure S6.** Tube formation assay using miRNA mimics, related to Figure 5.

miRNA mimics were added to the culture media for 24 hours. The number of tubes formed was then counted (n=3).

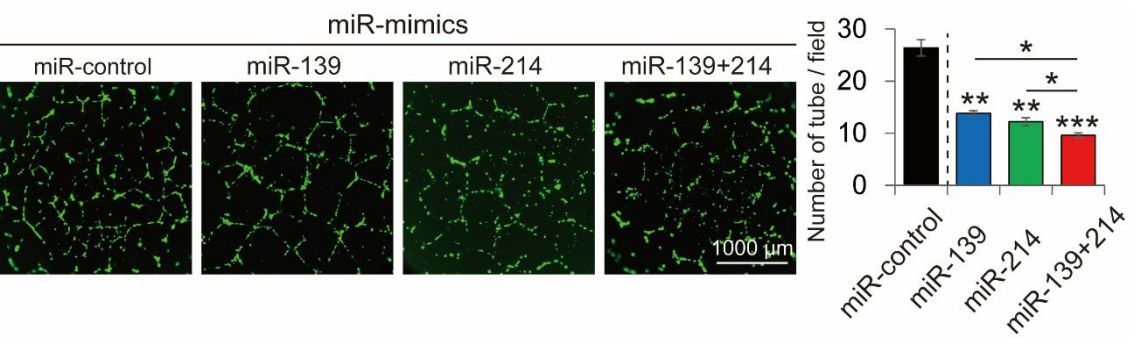

**Figure S7.** The pilot experiment of in vivo microRNA negative (NC) and positive control (PC) for the HCC orthotopic mouse model, related to Figure 6.

- A) The expression of miR-PC (miR-1) was significantly increased in the tumor.
- B) The expression of miR-PC has significantly increased in tumor endothelial cells (TEC)
- C) The expression of Twf1, the gene targeting by miR-1, was significantly decreased in the tumor.
- D) The expression of Twf1 was significantly decreased in TEC.

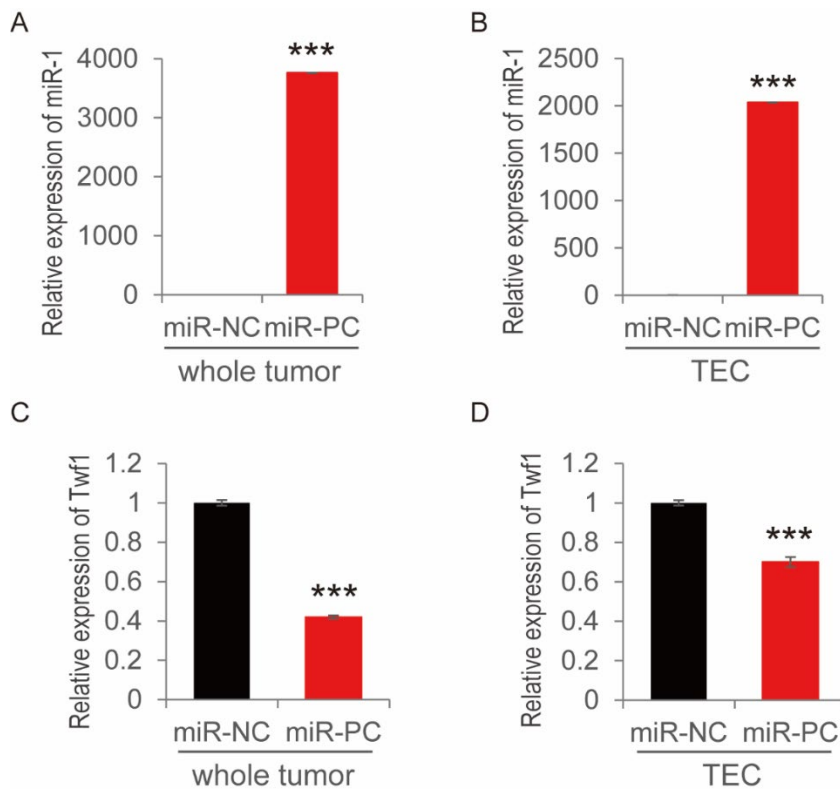

**Supplement:** Document S1. Figures S1–S7 and Tables S1 and S2

How the deposited data were processed for this re-analysis (not part of the article)

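Gene expression was measured in LSECs, in TECs from HAK-1B, Hepa1-6 and KYN-2 tumors and in cultured Hepa1-6 cells, with 1 array per condition and 5 arrays in all. The authors amplified and labelled RNA with Cy3, hybridized it to a 60-mer mouse array and read the scans with Agilent Feature Extraction. They deposited the intensity of each spot on a linear scale, background-subtracted within the array (gProcessedSignal) and as raw spot mean and local background, with flags of 0 or 1 for each spot. They also deposited a table of intensity values that holds the same set of numbers in each column apart from ties, as quantile normalization gives. The table's values are not the mean over the 5 arrays analysed here alone, and the number of arrays behind them is not known. The microRNA arrays and the arrays of tumors treated with the microRNA cocktail were not analysed here.

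From the spot values, control spots were left out and spots of 1 probe were averaged, which left 56605 probes. The flag present was set as the methods describe. The log2 values were quantile normalized over the 5 arrays, where the methods describe this step for the samples compared, and genes were called by the rule of size of the methods (ratio of 1.5 or 0.66 with a Z-score of 2 or -2). No test applies to a single array per condition. As a separate result, limma 3.58.1 in R 4.3.3 was fitted to the 3 TECs against LSEC with Benjamini-Hochberg adjustment and 2 residual degrees of freedom. The other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

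A total of 20 gene lists was written by hand before the data were examined: cell cycle, proliferation, angiogenesis, migration, anti-apoptosis, tip cell, tumor endothelial marker, pan-endothelial, LSEC, hepatocyte, macrophage, neutrophil, T and NK cell, B cell, stellate cell and fibroblast, erythroid and platelet, hypoxia, housekeeping, microRNA host and strain. A gene took its probe with the highest mean signal. The genes named in the text were set by a rule written at the same time: the 5 highest and 5 lowest TEC-specific genes by normalized signal, whether or not above background, the genes of proteins that the paper stained, and up to 3 members of each list with the largest ratio. Other members of a list that are named, such as those that passed the rule of size, were chosen after their values were seen. Of 35886 probes named by a RefSeq accession, 32994 were found in a gene table of GRCm38.p6, and the symbol differed from the name on the array for 1535 of these. The names on the array were kept.

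Simulated data held 3 TEC arrays and 1 LSEC array, run over 56605 probes, all with an SD of 0.7. Changed probes moved by 4 on the log2 scale. On the real arrays the spread differed between probes, so the results below, of the rule or of limma, do not carry over to them. The rule of size was tested on these simulated data. It recovered 189 of 200 changed probes and made 65 false calls. A limit of 20 false calls had been set beforehand and was exceeded. After a looser limit had been tried, it was replaced by the number expected for 3 comparisons that share 1 LSEC array, which was 57.1. With a separate LSEC array for each comparison there was 1 false call. On the same simulated arrays limma recovered 181 of the 200 probes with 10 false calls among 42112 probes tested.

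Alternatives fixed before the data were examined were scaling to the 75th percentile, quantile normalization of each pair, normexp background correction with an offset of 50, the deposited table, other filters on flags and lincRNA probes, a Z-score within windows of 500 probes, no Z-score, other ways to count genes and to remove cancer genes, and each TEC left out in turn. Slide could not be fitted as a block because the 3 groups were on 3 separate slides. No array had a saturated probe.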

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

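Of the tests in this part, those of the background, of tumor cell RNA alone and of the hepatocyte genes by their level in cancer cells were chosen after the result was seen. The test of junction probes had been run, but its result not looked at, when what it should show was written down.

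The hepatocyte list of 32 genes was lower in the xenograft TECs, with median log2 ratios to LSEC of -3.84 in HAK-1B TEC and -2.88 in KYN-2 TEC, and not in Hepa1-6 TEC, where it was 0.22. This difference between tumor lines was not tested, since there was 1 array per line. RNA from Hepa1-6 tumor cells may contribute, because 13 hepatocyte genes well above background in cultured Hepa1-6 cells had a median of 1.00 in Hepa1-6 TEC. The 17 hepatocyte genes not above background in those cells but above it in LSEC had a median of -1.50 there, but 8 of the 17 were higher than in LSEC, so tumor cell RNA and RNA from hepatocytes around the tumor cannot be told apart. The level of these genes in tumors, as opposed to cultured cells, is not known from these arrays. Within the other explanations, the host (the mice of the xenografts may be of another strain) was weighed with the strain list of 2 genes, whose median over the 3 TECs was 0.10. The labels give C57BL/6 for the LSEC and all TEC samples, while the paper used C57BL/6 or nude mice. The H2-Ea-ps probe had a log2 ratio of 2.28 in HAK-1B TEC, -0.040 in KYN-2 TEC and -0.28 in Hepa1-6 TEC, and was well above background on the LSEC and all TEC arrays. The specificity of that 1 probe is not known, so strain stays open. A biological difference between tumor lines was not tested.

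lincRNA probes, which the paper left out, were well above background on the Hepa1-6 TEC array for 74.9% of 4460 probes, against 41.5% on the LSEC array, 46.2% on the HAK-1B TEC array and 41.8% on the KYN-2 TEC array. The same array had the most other probes above background, at 78.3%. A higher background does not account for it, since the median of the negative controls was 3.94 units above the highest of the other endothelial arrays while the median of gene probes was 46.0 units above. RNA with the profile of cultured Hepa1-6 cells does not by itself account for it either. Of the 19866 probes dark on the 4 other arrays, cancer cells included, 46.9% were above background on the Hepa1-6 TEC array. The profile of Hepa1-6 cells in tumors is not known from these arrays, so RNA from tumor cells stays open. Genomic DNA or unspliced RNA would light probes within 1 stretch of genome more often than probes across a splice junction, but 58.8% of 1215 junction probes and 45.2% of 16186 others were above background. What else differed in this sample, such as the amount or amplification of RNA or a wider mix of cells, was not tested. This array also stood far from the others in the counts given under the other observations.

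The neutrophil list of 14 genes, which the paper does not discuss, had a median log2 ratio over the 3 TECs of 3.63, with 4.92 in HAK-1B TEC, 3.82 in Hepa1-6 TEC and 0.88 in KYN-2 TEC. RNA from neutrophils, macrophages or fibroblasts on the TEC arrays was proposed as a source before the data were examined, and the neutrophil list lay at the 100th percentile of random lists. The lists did not move alike: the stellate cell and fibroblast list was at 0.67 and the macrophage list at 0.06. Of the 25 macrophage genes, 9 rose in all 3 TECs, Arg1, Spp1 and Trem2 among them, while 7 fell, Clec4f, Cd5l and Marco among them. The median log2 signal of that list was 15.44, 14.41 and 15.04 in HAK-1B, Hepa1-6 and KYN-2 TECs and 14.94 in LSEC. Its ratio near 0 therefore does not argue against macrophage RNA on the TEC arrays. The neutrophil genes S100a8 and S100a9 had log2 signals of 7.82 and 9.46 in LSEC, and S100a9 was at 16.46 in HAK-1B TEC and 10.61 in KYN-2 TEC. Csf3r had a mean log2 ratio of -0.74, but its probe also had a log2 signal of 15.22 in cultured Hepa1-6 cells and 16.45 in LSEC, so it bears on neutrophil RNA neither way. Of the 14 genes, 10 were well above background in LSEC, and Mmp9 is also in the angiogenesis list. Mmp9, Mmp8 and Il1r2 were kept as TEC-specific. The log2 signal of Mmp9 was 12.43, 13.24 and 12.50 in HAK-1B, Hepa1-6 and KYN-2 TECs and that of Mmp8 was 9.85, 9.86 and 9.83, so neither followed S100a8, which was at 14.86, 12.19 and 9.44, while Il1r2 was at 13.84, 13.26 and 11.42. In KYN-2 TEC the list went both ways, with log2 ratios of -1.47 for Retnlg, -3.57 for Wfdc21 and -0.05 for Lcn2. Of the 14 genes, 9 were higher in all 3 TECs. Neutrophil RNA is a candidate source of part of the higher genes, though not all members of the list rose in KYN-2 TEC. Macrophage RNA stays open as a source as well. For Mmp9 and Mmp8 other sources, the endothelial cells among them, stay open.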

How the results depend on the processing

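Leaving out non-uniform spots and calling cancer genes at the TEC cutoff were chosen after seeing the data, and the others were set before the data were examined. No paired analysis was possible because each condition had 1 array. Slide as a block was not run, because each group was on its own slide.

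The 359 genes changed in all 3 TECs were 545 with normexp background correction, 560 without a flag filter, 6689 without the Z-score and 2020 with the mean of the 3 TECs, which asks for less than 3 separate passes. With each TEC left out in turn they ranged from 494 to 796, the highest without Hepa1-6 TEC. The other alternatives gave 307 to 417. The 227 TEC-specific genes were 2061 without the Z-score and 1488 with the mean of the 3 TECs, and 307 to 617 with each TEC left out, again highest without Hepa1-6 TEC. The 1645 cancer cell genes were 1020 with the flag present on both arrays, 2661 without a flag filter and 15437 without the Z-score. With cancer genes called at the TEC cutoff there were 5291, and 111 TEC-specific genes were left. The causes were not tested beyond the fewer or more probes that each filter admits. The share of higher genes among the TEC-specific genes was 40.5% and rose to 54.1% of 283 with normexp, which shared 89 genes with the 227. It was 30.7% of 205 with scaling to the 75th percentile and 65.8% of the 111 with cancer genes called at the TEC cutoff. A local Z-score kept the count of 359 genes but shared 220 of them, and left 173 TEC-specific genes of which 60.7% were higher. With cancer genes removed by their flag alone, 23.2% of 228 were higher.

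limma called 0 genes under each of its alternatives, with between 2011 and 6237 probes at an unadjusted p under 0.05. With each array in turn as the odd one, the LSEC count of 359 was 545 with normexp, and the other counts kept within 1.5 times. The share of cancer cell signal of 7.57% was 9.06% and 13.2% with other probe choices and 7.97% with scaling.

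No list with medians of 1 sign in the 3 TECs changed sign under an alternative. Of the lists with mixed signs, angiogenesis, anti-apoptosis, macrophage, B cell, housekeeping and strain did, the macrophage list to -0.27 and the strain list to -0.39 without HAK-1B TEC and the B cell list to 0.43 without Hepa1-6 TEC. Scaling to the 75th percentile gave 0.22 for the anti-apoptosis list, 0.78 for T and NK cells, 1.00 for stellate cells and fibroblasts, 0.38 for the housekeeping list and -1.88 for the microRNA host list. normexp gave 0.30 for tumor endothelial markers, 0.41 for T and NK cells, 0.27 for stellate cells and fibroblasts, -0.080 for housekeeping and -1.52 for microRNA hosts. The median over a gene's probes gave 0.34 for tumor endothelial markers, 0.38 for stellate cells and fibroblasts, 1.27 for hypoxia, 0.18 for housekeeping and -1.57 for microRNA hosts. With each TEC left out, migration ranged from 0.36 to 0.66 and T and NK cells from 0.48 to 0.68. The causes were not tested. Of 476 values of the 68 named genes under alternatives, 41 moved by more than the SD over the 3 TECs and 0 called genes changed sign. The signal over background limits the lowest genes, which are given as bounds.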

Differences from the paper's values

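None of the counts that the paper gives differed by more than 1.5 times from the values here. The paper reports 455 genes that differ between TECs and LSECs, and 359 were called here. It reports 260 TEC-specific genes, and 227 were left here. With the flag present required on every array, an alternative set before the data were examined, 260 genes were left, but 58 of them were among the 227. No setting that was run gave 455 genes. The cancer cell set was 1645 genes here and about 1800 in Fig. 3A, read by eye.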

Other observations

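The tests of the shared LSEC array, of the endothelial share and of the endothelial genes among the removed genes were chosen after the result was seen.

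The LSEC array was compared with each other array as the odd one of 4. Against the other 3 arrays, LSEC gave 359 changed genes (796 with Hepa1-6 TEC left out), HAK-1B TEC 148, KYN-2 TEC 192 and Hepa1-6 TEC 841. That any single array stands as far from the other 3 is argued against by the 148 and 192 genes, but the Hepa1-6 TEC array stood further off than LSEC, also with scaling to the 75th percentile (656 against 312) and with normexp (599 against 545). How many of the 359 genes a shared LSEC array may account for stays open. Simulated arrays with no true difference gave a median of 238.5, but with Z-score cutoffs set from the simulated spread and not those of the real arrays. The simulation takes the spread between tumors of 3 lines as noise, so the number of genes that chance gives cannot be told apart from true differences here.

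The pan-endothelial list of 26 genes was lower in all 3 TECs, with a median of -2.18, and the LSEC list of 23 genes was lower with -2.90. Pecam1, which encodes CD31, had log2 ratios of -1.17, -1.95 and -0.09, and Kdr fell by 3.47 on average, with 1 of its 3 probes called. A lower share of endothelial cells in the TEC samples would raise the lists of all other cell types alike only if the mix of those cells stayed the same. The medians of 7 such lists lay 5.84 apart, more than the largest SD of 2.12 between TECs. They were hepatocyte -1.74, macrophage 0.06, neutrophil 3.63, T and NK cell 0.57, B cell -0.13, stellate cell and fibroblast 0.67, and erythroid and platelet -2.22. Because the mix may differ between the arrays, this spread cannot decide whether the endothelial share was lower. Of the 26 pan-endothelial genes, 21 were lower in all 3 TECs and 2 higher, which a lower share could also give. A lower share, with a change in the mix toward the cells that rose, stays open. More hepatocyte RNA on the LSEC array was proposed before the data were examined as a source of the genes lower in all 3 TECs, and it stays open for all 3 TECs. The hepatocyte list was at 0.22 in Hepa1-6 TEC, but its genes went both ways and Hepa1-6 cells express part of them, and Mup1 had a log2 ratio of -8.54 there. Of the 32 hepatocyte genes, 11 were lower in all 3 TECs and 2 higher. Car3, Mup1, Mup3 and Serpina3k were called lower in all 3 TECs, which goes with that source, and were removed as cancer genes.

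The removal of cancer genes may also take endothelial genes. Of the 13 genes of the pan-endothelial and LSEC lists called lower in all 3 TECs, 100% were removed, against 38.6% of the 220 other lower genes. A gene must be bright in LSECs to fall far enough for removal, and Col4a4 and Cyp2c54, with log2 signals of 8.06 and 7.75 in LSECs, were kept although dark in the cancer cells. The lack of these genes in cultured cancer cells and their brightness in LSECs therefore cannot be told apart as the reason. Whether the removal takes cell-cycle genes could not be judged, because only 1 cell-cycle gene was called in all 3 TECs. RNA from Hepa1-6 tumor cells on the Hepa1-6 TEC array was proposed as a source of its higher genes, and 96.8% of the 31 probes chosen for it were above background there. On that array 78.1% of all probes were above background, and 46.9% of those dark on the other 4 arrays. Being above background there therefore does not by itself point to tumor cell RNA.

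The paper reports lower microRNAs in TECs, measured on arrays not analysed here. Some host transcripts may be lower as well: Pde2a, which hosts miR-139, had a mean log2 ratio of -2.18 with an SD of 0.21 over the 3 TECs, and Dnm3os, which hosts miR-199a and miR-214, was 14.4-fold lower in HAK-1B TEC and not well above background in the other TECs. The microRNA host list of 5 genes had a median of -2.18, which is the value of Pde2a. Its member Col27a1 had log2 ratios of -2.06, -3.39 and -2.98 in HAK-1B, Hepa1-6 and KYN-2 TECs. Ank1 went both ways, with a mean of 0.05, and Dnm3 was not well above background in LSEC, so that a fall could not be measured. The pan-endothelial list had the same median, so a fall specific to the hosts is not shown.

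The hypoxia list of 21 genes had medians of 1.36, 1.05 and 1.85 in HAK-1B, Hepa1-6 and KYN-2 TECs, and Car9, the gene of CAIX, was 3.27-fold, 2.03-fold and 3.59-fold higher. Pcna had log2 ratios of 0.26, -0.05 and 0.81. The housekeeping list of 15 genes had a median of -0.01, but Gapdh rose by 1.00 on average.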
